# Direct formalin fixation induces widespread transcriptomic effects in archival tissue samples

**DOI:** 10.1038/s41598-020-71521-w

**Published:** 2020-09-02

**Authors:** Leah C. Wehmas, Susan D. Hester, Charles E. Wood

**Keywords:** RNA sequencing, Biotechnology

## Abstract

Sequencing technologies now provide unprecedented access to genomic information in archival formalin-fixed paraffin-embedded (FFPE) tissue samples. However, little is known about artifacts induced during formalin fixation, which could bias results. Here we evaluated global changes in RNA-sequencing profiles between matched frozen and FFPE samples. RNA-sequencing was performed on liver samples collected from mice treated with a reference chemical (phenobarbital) or vehicle control for 7 days. Each sample was divided into four parts: (1) fresh-frozen, (2) direct-fixed in formalin for 18 h, (3) frozen then formalin-fixed, and (4) frozen then ethanol-fixed and paraffin-embedded (n = 6/group/condition). Direct fixation resulted in 2,946 differentially expressed genes (DEGs) vs. fresh-frozen, 98% of which were down-regulated. Freezing prior to formalin fixation had ≥ 95% fewer DEGs vs. direct fixation, indicating that most formalin-derived transcriptional effects in the liver occurred during fixation. This finding was supported by retrospective studies of paired frozen and FFPE samples, which identified consistent enrichment in oxidative stress, mitochondrial dysfunction, and transcription initiation pathways with direct fixation. Notably, direct formalin fixation in the parent study did not significantly impact response profiles resulting from chemical exposure. These results advance our understanding of FFPE samples as a resource for genomic research.

## Introduction

Formalin is the most widely used fixative for biological specimens. The origins of formalin fixation date back to the early 1890s, when a young German physician named Ferdinand Blum observed that “my own fingers … became completely hardened” while studying the disinfectant properties of formaldehyde^1^. Blum promptly sent formalin-fixed tissues from a mouse to a local histology laboratory and soon after reported that these samples had less tissue shrinkage and distortion on histologic evaluation compared to standard alcohol fixation^2^ Within two years, these early observations had led to over 50 reports on formalin fixation^3^, highlighting its technical advantages and application across many tissue types. Eventually, formalin came to be the global standard for preserving most types of diagnostic and research tissue samples^4^.

The single-page report by Blum in 1893 continues to have far-reaching implications for modern science^1^. Most tissue specimens collected for pathological evaluation are processed and stored as formalin-fixed paraffin-embedded (FFPE) blocks. For many studies and clinical cases, these blocks represent the only remaining biological archive. Historically, stored FFPE samples have been used primarily for retrospective histopathological evaluations and, in some cases, biomarker development using special stains or immunohistochemistry. More recently, genomic technologies such as next-generation sequencing have greatly expanded the potential use of FFPE samples. For example, in cancer research, several large-scale collaborative efforts such as The Cancer Genome Atlas (TCGA) and the International Cancer Genome Consortium (ICGC) are exploiting FFPE samples for data mining, biomarker discovery, and related bioinformatics applications, while other efforts are using genomic profiles from FFPE RNA and DNA to subclassify different types of cancers and guide therapeutic decisions^5–7^. In toxicological science, biorepositories represent an important opportunity to streamline current approaches to risk assessment and integrate mechanistic information in a more rapid and cost-effective way. Genomic data may provide an important read-across linking early molecular effects with later health outcomes and extrapolating results across different models, including in vitro to in vivo systems. Archival FFPE samples represent an important resource for providing this type of pathway-based information without the need for additional new studies.

Our group and others have investigated mRNA profiles in paired fresh-frozen (FR) and FFPE samples and reported high concordance in fold-change values for common differentially expressed genes (DEGs)^8,9^, particularly for higher-quality FFPE samples with limited formalin fixation time and age in block. However, several distinctive features of FFPE mRNA profiles were noted, including a consistent shift in exonic reads for FFPE compared to FR samples on principal components analysis (PCA) and large sets of FFPE-related DEGs^9^. These effects were identified despite consistent increases in intronic and intergenic alignments of reads across FFPE samples and at least a 35% reduction in gene counts from FFPE samples relative to FR. Data from other microarray and RNA-sequencing (RNA-seq) studies conducted through the National Cancer Institute (NCI) and TCGA noted similar patterns in FFPE samples from different cancer types, further suggesting that formalin fixation may result in systematic transcriptomic changes^8,10–12^. This type of effect could have important repercussions for studies using FFPE samples, especially if it influences test article responses or phenotypic profiles. The main goal of this study was to investigate whether formalin fixation at the time of tissue collection induces distinctive mRNA effects in FFPE samples and, if so, how these effects may impact gene responses following chemical treatment.

## Results

Previous RNA-seq studies evaluating paired FFPE and frozen samples have shown a consistent transcriptomic bias due to FFPE preservation (e.g. Ref.^9^). We hypothesized that this shift was due to a core set of transcriptional changes that occur when fresh tissue is directly fixed in formalin. To test this idea, we conducted a series of studies comprising prospective (Study 1) and retrospective research (Study 2A and 2B) (Fig. 1).

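Study 1 measured total RNA by sequencing in liver of 12 mice, 6 given phenobarbital (PB) at 600 ppm in drinking water for 7 days and 6 vehicle controls (Con). Each liver was prepared in 4 ways, which gave 48 libraries in 8 groups of n = 6. The preparations were frozen tissue (FR), tissue frozen and then fixed in 70% ethanol (FR > OH), tissue frozen before it was placed in 10% buffered formalin (FR > FFPE), and tissue placed fresh in the same fixative (FFPE). The last 3 were embedded in paraffin. RNA was extracted with RNAzol from FR and with an FFPE kit from the embedded tissue, so FR differed from the other preparations in its extraction as well. The authors depleted ribosomal RNA, aligned paired-end reads to mm10 with STAR and estimated counts on RefSeq transcripts by expectation maximization in Partek Flow, whose Gene Specific Analysis gave their DEGs.

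The count table lists 24543 genes, and 92% of its values were whole numbers. Total counts on genes ran from 11737336 to 13029828 (median 12456672) in FR Con and from 11823084 to 13702670 (median 12454154) in FR PB. FFPE Con libraries held 5070876 to 6653796 counts (median 5985331) and FFPE PB libraries 4952796 to 6760426 (median 6269077). In FR > FFPE the totals were 5534973 to 10681771 (median 9132148) for Con and 9736477 to 10395484 (median 9990522) for PB. FR > OH totals were 8167316 to 10109525 (median 9075572) for Con and 8263153 to 11539026 (median 9398578) for PB. The authors' log2 CPM values rest on a larger divisor. It matched the total reads of Supplementary Table S20 to within a few reads in all 48 libraries and ran from 17458000 to 28315356.

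Here the counts were rounded and scaled to each library's total over the genes kept by the authors' filter, and edgeR's quasi-likelihood test was fitted to all 48 libraries with 8 group means. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. A preservation DEG met both criteria in Con and in PB mice, in the same direction. Which mouse a library came from was not a term of the fit. The sample labels carry a number that is read here as the sequencing lane, although it puts up to 10 libraries on a lane where the paper gives 8. By this number the preparations were largely on separate lanes. FFPE Con was all on lane 1 and FR Con all on lane 2. FFPE and FR met only on lane 2, which held 2 FFPE PB, 2 FR PB and 6 FR Con libraries.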

**Figure 1:**
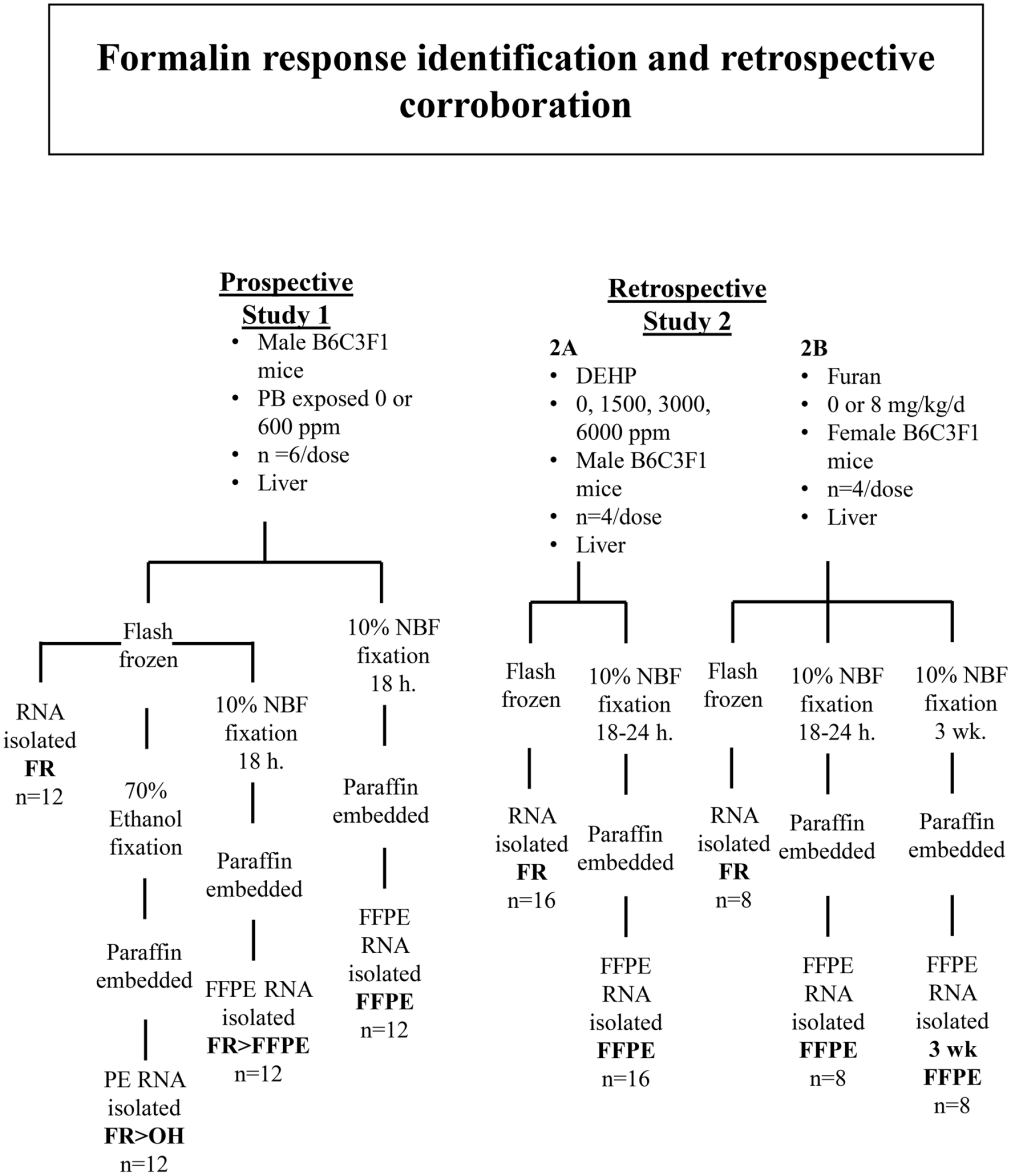
Design of experiments to prospectively (Study 1) and retrospectively (Study 2) evaluate formalin effects. *PB* phenobarbital, *DEHP* di(2-ethylhexyl) phthalate, *NBF* neutral buffered formalin, *FR* frozen, *FR* > *OH* frozen first then fixed in 70% ethanol prior to paraffin-embedding, *FR* > *FFPE* frozen first then fixed in 10% NBF for 18–24 h prior to paraffin-embedding, *FFPE* directly fixed in 10% NBF for 18–24 h or 3 weeks prior to paraffin-embedding.

### Formalin-induced gene expression profiles in archived tissue samples

#### Study 1

Direct formalin fixation resulted in a large shift in transcriptional profiles for FFPE mouse liver samples compared to FR (Fig. 2a). 

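Principal components were computed on the authors' log2 CPM, scaled by gene, of the 1494 DEGs of at least 1 preparation against FR. These DEGs were called with counts scaled to the total on genes, while the authors' log2 CPM rest on total reads. The places of the preparations on these components therefore combine both scales. The first component held 38.9% of the variance and the second 9.8%. Mean scores on the first component were −37.9 ± 11.2 for FR, 4.74 ± 7.03 for FFPE, 19 ± 4.88 for FR > FFPE and 14.2 ± 9.03 for FR > OH (SD, n = 12 libraries each). The scores of FR, from −55.9 to −24.1, did not overlap those of FFPE, whose lowest score was −8.95. With FR set to 0 and FFPE to 1 along this component, FR > FFPE lay at 1.33 and FR > OH at 1.22. The gene list moved these places most. On all genes kept by the filter the first component held 43.1%, with FR > FFPE at 0.189 and FR > OH at 0.276. With TMM scaling of the 1494 genes it held 58.7%, and the places were 0.663 and 0.65. On the second component of the 1494 genes FFPE stood apart, at −32.5 to −13, and FR > FFPE (2.81 to 12.1) and FR > OH (0.789 to 10.7) overlapped FR (2.21 to 7.89).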

Differential gene expression analysis identified that direct fixation (FFPE vs. FR) resulted in 2,946 DEGs, 98% of which were down-regulated (Supplementary Figure S1, Supplementary Table S1). 

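With counts scaled to the total on genes, 1444 genes were DEGs of FFPE vs. FR, of which 1273 were higher and 171 lower in FFPE (11.8% lower). Con mice alone gave 1774 DEGs (1541 higher, 233 lower) and PB mice alone 2214 (1926 higher, 288 lower). The median log2 fold change over all genes tested was 0.32 in Con mice. The split depended on the library size. Counts on genes were 48.5 ± 1.75% of a library's total reads in FR and 25.1 ± 1.87% in FFPE (SD, n = 12 libraries each). Supplementary Table S20 gives, as the paper's values, a mean of 19.2% of reads in introns for FR and 36.6% for FFPE. With total reads as the library size, edgeR called 3014 DEGs, 72 higher and 2942 lower (97.6% lower), with a median over all genes of −0.64 in Con mice, and 243 of the 1444 were among them. TMM scaling gave 1057 DEGs, 572 higher and 485 lower. A fit to FFPE and FR alone with a term for lane gave 1388 DEGs, of which 16.8% were lower.

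Rn45s, the precursor of ribosomal RNA (chromosome 17, 39842997 to 39848830 of GRCm38), rose from 6763 ± 1682 CPM in FR Con to 99900 ± 12210 CPM in FFPE Con (SD, n = 6). Its log2 fold change was 3.96 (SE 0.17, edgeR adjusted p = 3.09e-24), higher in 12 of 12 mice. Lars2 on chromosome 9 had 103 ± 30.6 CPM in FR Con and 2494 ± 282 CPM in FFPE Con. Mir6236 had the largest rise of the genes with at least 1 CPM that changed alike in every mouse, a log2 fold change of 5.39. With total reads as the library size the log2 fold changes of these 3 genes stayed positive, at 3.01 for Rn45s, 3.72 for Lars2 and 4.44 for Mir6236. The nuclear noncoding RNAs Malat1, Neat1, Meg3 and Kcnq1ot1 had log2 fold changes of 1.22, 1.42, 2.52 and 1.31, each higher in 12 of 12 mice. Rmrp and Rpph1 were not DEGs, at −0.16 and −0.014. With total reads as the library size the rises of Malat1, Neat1 and Kcnq1ot1 were small, at 0.26, 0.47 and 0.36, that of Meg3 was 1.57, and Rmrp and Rpph1 fell, by −1.12 and −0.97.

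**Figure D1:**
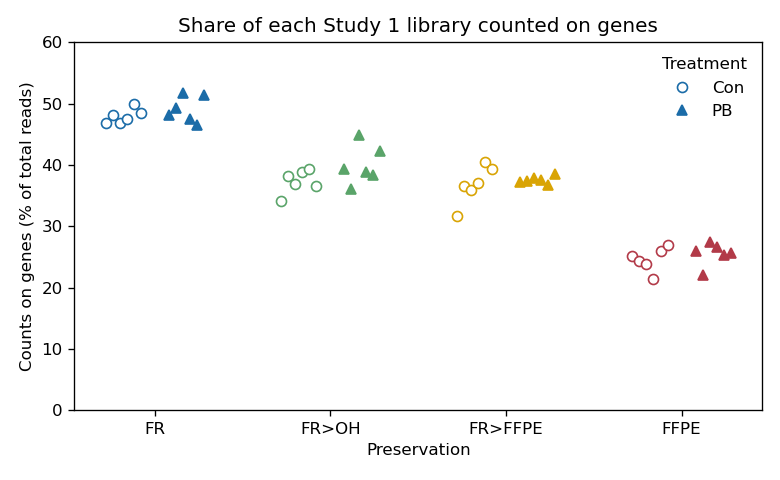
Percent of each library's total reads that were counted on genes, by preparation and treatment, 6 libraries per group. FFPE libraries average 25.1% and FR libraries 48.5%.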

The degree of downregulation was relatively modest with average fold-change of − 2.8 ± 1.1 (s.d.). 

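Over the 171 genes lower in FFPE, the mean fold change was −2.48 ± 0.759 (SD over genes, averaged over the treatments). Limma moved the mean most, to −13.0 ± 89.4 on log2 CPM by the total on genes, an alternative chosen after seeing the data, and to −4.44 ± 43.7 on the authors' log2 CPM. Atp5k on chromosome 5 fell from 69.3 ± 7.51 CPM in FR Con to 17.6 ± 3.35 CPM in FFPE Con (SD, n = 6), a log2 fold change of −2.05 (SE 0.095, edgeR adjusted p = 4.24e-23). Cox7c on chromosome 13 fell from 15.4 ± 2.79 to 4.00 ± 2.47 CPM in the same groups. Both were lower in FFPE in 12 of 12 mice.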

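The Ingenuity pathways were not recomputed, and 3 gene sets chosen by symbol took their place. They were 86 genes of the electron transport chain (Nduf, Uqcr, Atp5, Sdh and Cox symbols), 102 ribosomal protein genes (Rpl and Rps symbols, a match that also takes in Rps6k kinase genes) and 54 eIF genes (Eif symbols). Fold changes were averaged over Con and PB and taken relative to the median of all genes. In FFPE vs. FR the median was −1.18 for the electron transport chain (limma's camera with an inter-gene correlation of 0.01, p = 4e-40), and 85 of the 86 genes were lower than the median of all genes. For ribosomal protein genes the median was −0.73 (limma's camera, n = 12 per preparation, p = 2.32e-26, 93 of 102 lower). Without the Rps6k genes, an alternative chosen after seeing the data, it was −0.79, and 92 of 93 genes were lower. For eIF genes the median was −0.22 (limma's camera, n = 12 per preparation, p = 0.0353, 38 of 54 lower). The first pair of calls held under fry (p = 1.29e-17 and 1.21e-15) and with an inter-gene correlation estimated from the data (p = 0.00499 and 0.00449), and the eIF call did not (p = 0.089 and 0.316). Fry tests fold changes before the all-gene median is taken off, and its direction for the eIF genes was higher. On that scale the eIF median was 0.060, and with TMM scaling it was −0.21.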

Ingenuity Pathway Analysis showed the formalin effect impacts canonical pathways consistent with enrichment in oxidative stress, mitochondrial dysfunction, sirtuin signaling pathway (associated with cellular bioenergetics), and translation initiation signaling (EIF2) (Supplementary Table S2). Freezing the tissue prior to fixation in ethanol (FR > OH) or formalin (FR > FFPE) did not show the same effects of direct formalin fixation (Fig. 2b), with FR > OH and FR > FFPE samples clustering close to FR and accounting for less variance in the dataset (Fig. 2a). This trend was also reflected at the pathway and upstream regulator level, where FR > FFPE samples tended to display more similarities with FR > OH as opposed to FFPE samples based on hierarchical clustering of p-values (Supplementary Figure S2, Supplementary Table S2, S3).

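FR > FFPE vs. FR gave 533 DEGs, 530 higher and 3 lower, and FR > OH vs. FR gave 342, 335 higher and 7 lower. Of these, 494 of the 533 and 327 of the 342 were also DEGs of FFPE vs. FR. The median log2 fold change over all genes, averaged over the treatments, was 0.34 in FR > FFPE and 0.18 in FR > OH. TMM scaling, which brings these medians near 0, gave 177 (161 higher, 16 lower) and 201 DEGs (169 higher, 32 lower). The share of higher genes fell further with total reads as the library size (108 higher and 59 lower, 96 higher and 76 lower) and with limma on the authors' log2 CPM (102 and 59, 98 and 91). Without FR > FFPE Con replicate 21C, whose total count was the lowest of its group, FR > FFPE had 437 DEGs. Erdr1 on chromosome Y had the largest rise in both, with log2 fold changes of 3.02 in FR > FFPE (SE 0.35, edgeR adjusted p = 4.87e-10) and 2.91 in FR > OH (SE 0.36, adjusted p = 1.93e-09), each higher in 12 of 12 mice. Next came Lars2 in FR > FFPE, at 2.60 (2.53 in FR > OH), and Rn45s in FR > OH, at 2.84 (2.26 in FR > FFPE). The largest falls were Cox7c in FR > FFPE, at −1.07, and Crip1 in FR > OH, at −1.29.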

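Pathway p-values were not recomputed, and fold changes against FR were compared across all genes kept by the filter instead. Pearson's r was 0.912 between FFPE and FR > FFPE, 0.879 between FFPE and FR > OH, and 0.892 between FR > FFPE and FR > OH. Genes are not independent replicates, and each of these pairs shares its FR libraries. In simulated counts without any change, r was 0.0627, 0.0547 and 0.0395. Those counts were drawn around the means of the same FR libraries, whose noise then cancels. The simulation therefore cannot measure what the shared libraries add to r. With 1 contrast taken from Con mice and the other from PB mice, which share no library, r was 0.842 and 0.844 for FFPE and FR > FFPE, 0.815 and 0.802 for FFPE and FR > OH, and 0.819 and 0.785 for FR > FFPE and FR > OH. No lane held complete groups of all preparations, so r could not be recomputed within lanes.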

**Figure 2:**
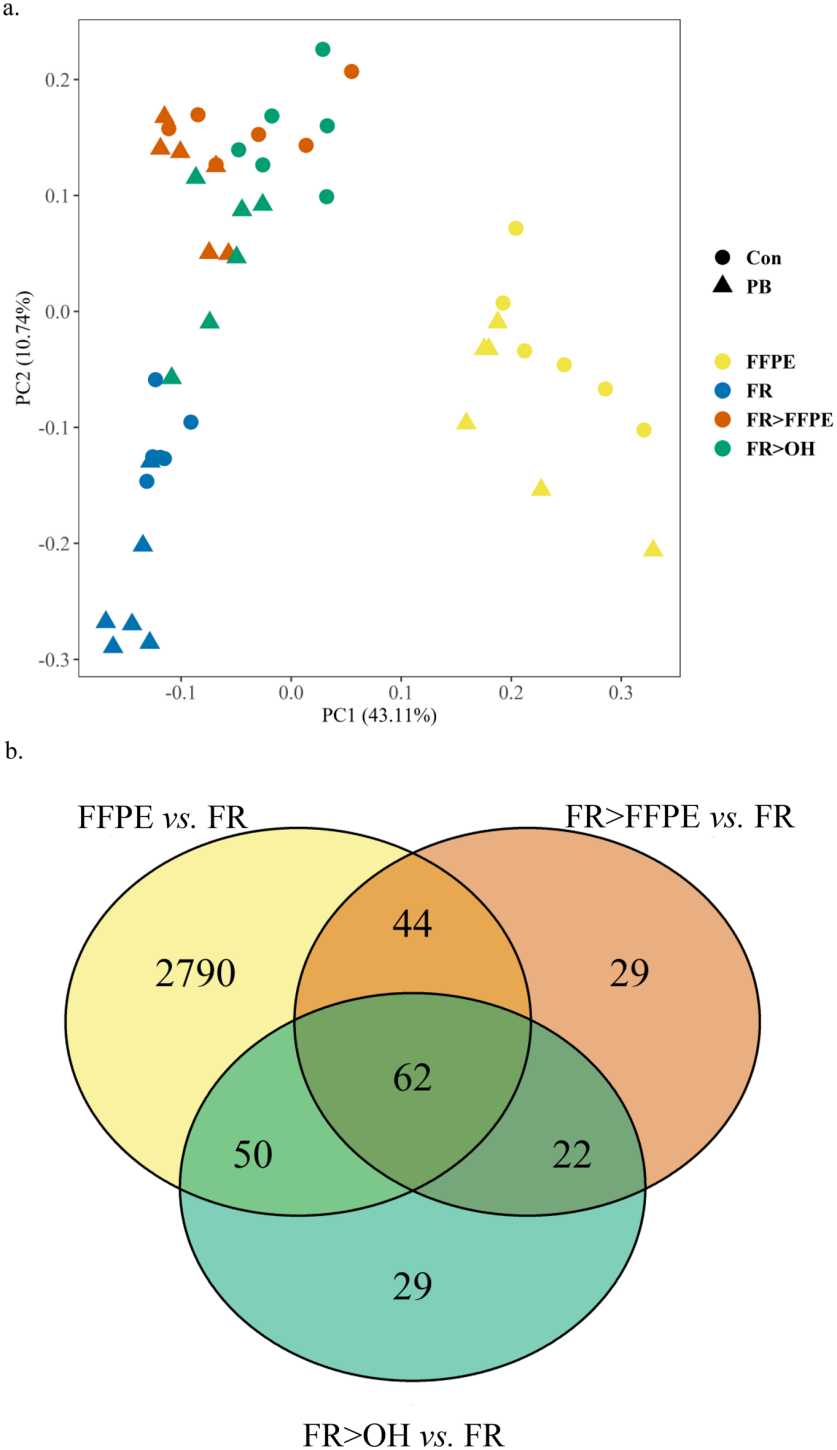
Formalin effects on gene expression by RNA-seq. (**a**) Principal component analysis on scaled, low-expression filtered, counts per million-normalized, log_2_-transformed gene counts altered by different preservation procedures. ● indicates vehicle control (Con) samples. ▲ indicates phenobarbital (PB)-treated samples. Different colors designate the preservations: frozen control (FR), 70% ethanol-fixed (FR > OH), frozen first then 18-h formalin-fixed (FR > FFPE), and 18-h formalin-fixed (FFPE) liver tissue samples. FR > OH, FR > FFPE, and FFPE samples were all paraffin-embedded. (**b**) Overlap in significant differentially expressed genes between different preservation groups relative to the paired frozen controls. Significant differentially expressed genes identified by FDR-adjusted p-value < 0.05 and fold-change cutoff ± 2 using Partek Flow Gene Specific Analysis.

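The number of DEGs against FR was 63.1% smaller in FR > FFPE and 76.3% smaller in FR > OH than in FFPE. With TMM scaling it was 83.3% and 81% smaller. The authors' log2 CPM values tested with limma gave 94.7% and 93.8%. The adjusted p without the fold change criterion moved the difference most, to 14.7% and 37.8%. Because a gene past the thresholds in FFPE and not in FR > FFPE need not differ between them, FFPE was also tested against FR > FFPE directly. In that contrast 17 genes were DEGs in both treatments, 15 higher and 2 lower in FFPE. Chosen after their values were seen, they include Rn45s, Lars2, Mir6236, Meg3, Myh11 and 5 small nucleolar RNAs (Snora16a, Snora21, Snora26, Snora28 and Snora64). Without the fold change criterion the contrast gave 1093 genes, 331 higher and 762 lower. With total reads as the library size it gave 458 DEGs, 4 higher and 454 lower. FR > FFPE against FR > OH gave 1 DEG, Mup10, a gene chosen after its values were seen. Without the fold change criterion it gave 347 genes, 321 higher and 26 lower in FR > FFPE. That count and its direction depended on scaling, with 154 genes by TMM (31 higher, 123 lower) and 50 by total reads (33 higher, 17 lower). Mup10 stayed the only DEG under both.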

Strikingly, freezing prior to fixation resulted in 94% (FR > OH vs. FR) or 95% (FR > FFPE vs. FR) fewer DEGs, indicating that the vast majority of formalin effects occurred at the time of fixation for fresh tissue only, suggesting a direct transcriptional response of the cells being fixed rather than a post-mortem artifact (Fig. 2b). Moreover, there were only 62 common DEGs across the three preservation groups compared to FR, indicating that mechanical damage associated with formalin fixation and/or tissue processing in paraffin (after fixation) had very minor effects on transcriptomic profiles in this study (Fig. 2b).

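DEGs common to the 3 preparations numbered 275 with counts scaled to the total on genes. TMM scaling gave 110 common DEGs, DESeq2 gave 113, and limma on the authors' log2 CPM gave 59, the furthest of the alternatives set before the data were examined that kept the fold change criterion. From the smaller numbers of DEGs after freezing, the paper concludes that most effects of formalin arose when fresh tissue was fixed, and it proposes a transcriptional response of the cells during fixation in place of a post-mortem artifact. From the small number of common DEGs it reasons that mechanical damage from fixation and processing in paraffin had little effect.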

Despite the large effect of direct formalin fixation on global transcriptional profiles (FFPE vs. FR), it did not have a clear impact on phenobarbital (PB) responses. 

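Whether fixation changed the PB response was tested as an interaction, the difference between PB vs. Con in a preparation and PB vs. Con in FR. No gene passed for FFPE (0 DEGs, 463 genes at an unadjusted p under 0.05). The counts were also 0 for FR > FFPE (288 at an unadjusted p under 0.05) and for FR > OH (305). In simulated counts with 4-fold interactions placed in 200 genes, the same test recovered 95% of them. Those genes were drawn above a minimum mean count, so smaller interactions and weaker genes were not covered. Simulated libraries of a mouse were also independent, while in the data residuals of the same mouse had a median correlation of 0.779. With each mouse entered as a block to pair its preparations, 1 gene passed for FFPE, Maff, with a log2 difference of −2.83 (SE 0.47, edgeR adjusted p = 0.00282), and it was chosen after its values were seen. The same paired fit gave 3 genes for FR > OH, Cyp2b10 (edgeR adjusted p = 0.0158) and, chosen after their values were seen, Fam171a1 (adjusted p = 0.00118) and Pdzd2 (adjusted p = 0.0315).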

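PB vs. Con gave 268 DEGs in FR (233 higher, 35 lower), 257 in FFPE (221 higher, 36 lower), 250 in FR > FFPE (229 higher, 21 lower) and 324 in FR > OH (284 higher, 40 lower), with 6 mice per group. The criterion on fold change moved these counts most. By the adjusted p alone they were 1130 in FR, 886 in FFPE, 966 in FR > FFPE and 1631 in FR > OH. With limma on the authors' log2 CPM, FR had 169 DEGs, FR > FFPE 162, FR > OH 254 and FFPE 293, so FFPE alone had more. The largest rises in FR after Cyp2b10 were Cyp2c55, with a log2 fold change of 9.02 (SE 0.28, edgeR adjusted p = 2.7e-29), and Cyp2c53-ps, with 8.18 (SE 0.32, adjusted p = 3.96e-25). The largest fall was Ntrk2, with −2.78 (SE 0.42, adjusted p = 3.45e-06).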

PB treatment induced 173 DEGs in FR, compared to 180 for FFPE, 159 for FR > FFPE, and 261 for FR > OH (Fig. 3a, Supplementary Table S4). 

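PB DEGs called in all 4 preparations numbered 159, which is 59.3% of those in FR, with 150 higher and 9 lower in PB. Of the 159, 17 were also DEGs of FFPE vs. FR. With limma on the authors' log2 CPM the 4 preparations shared 110 PB DEGs, and 44 of these were DEGs of FFPE vs. FR.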

Sixty percent of PB DEGs in FR (104) were shared with the three other preservation groups, and of those 104 DEGs only 39 were identified in common with the 2,908 formalin effect DEGs (Supplementary Figure S3). The overall pattern of DEGs changed by PB was similar across preservation groups and included well-established biomarkers of PB effect such as *Cyp2b10, Cyp2c50*, and *Cyp3a11* (Supplementary Figure S4, Supplementary Table S5). For instance, *Cyp2b10* in FR was induced 5,765-fold by PB and 1,744- to 4,111-fold across the other preservation groups. 

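Cyp2c50, on chromosome 19, had log2 fold changes of 3.67 in FR, 3.67 in FFPE, 3.64 in FR > FFPE and 4.15 in FR > OH (SE 0.28 to 0.29). Cyp3a11 on chromosome 5 (145854607 to 145879855) rose from 140 ± 84.6 to 8110 ± 2420 CPM in FR and from 55.2 ± 31.8 to 3670 ± 1160 CPM in FFPE (SD, n = 6). Its log2 fold changes were 6.05 in FFPE, 5.77 in FR > FFPE and 6.40 in FR > OH. Of the 10 marker genes that the paper shows in Fig. 3b, 10 were PB DEGs in FR, FFPE and FR > OH, and 9 in FR > FFPE, where Scd1 had a log2 fold change of −1.22 with an edgeR adjusted p of 0.0643. When p was adjusted over the list alone, 10 of 10 passed in every preparation. The study chose this list on these samples, so the counts over the list are not independent evidence. None of the 10 showed an interaction of PB with FFPE, over all genes or adjusted over the list alone (0 at an unadjusted p under 0.05).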

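Cyp2b10 lies on chromosome 7 of GRCm38 from 25897658 to 25926625. In Con mice it had 0.34 ± 0.272 CPM in FR, 0.366 ± 0.433 in FFPE, 0.53 ± 0.289 in FR > FFPE and 1.1 ± 0.72 in FR > OH (SD, n = 6). These levels rest on 1 to 9 counts per library in FR, 0 to 6 in FFPE, 0 to 9 in FR > FFPE and 4 to 20 in FR > OH. In PB mice it had 1890 ± 295, 1370 ± 225, 1470 ± 261 and 1770 ± 347 CPM in the same order. The ratio of mean CPM was 5555 in FR, 3754 in FFPE, 2781 in FR > FFPE and 1605 in FR > OH, and from the authors' CPM it was 5765, 4111, 2822 and 1744. With geometric means in place of means, the ratio in FFPE was 23800. On that scale the log2 ratios were 12.94 in FR, 14.54 in FFPE, 13.84 in FR > FFPE and 10.95 in FR > OH, so FFPE was highest. Con libraries with 0 counts in FFPE and FR > FFPE enter such means only through the offset for 0 counts. Adjusted over the list alone, the 10 markers showed 1 interaction with FR > OH, that of Cyp2b10 (edgeR adjusted p = 0.00711), and 0 over all genes. With the mouse as a block, Cyp2b10 passed over all genes too (edgeR adjusted p = 0.0158).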

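Aldh1a1, on chromosome 19 from 20601982 to 20643463, rose from 708.5 ± 183 to 2570 ± 441 CPM with PB in FR (SD, n = 6), a ratio of 3.63. Its ratio was 3.39 in FFPE, 3.54 in FR > FFPE and 4.72 in FR > OH. The log2 fold change was 1.86 in FR (SE 0.18, edgeR adjusted p = 1.05e-10) and 1.76 in FFPE (SE 0.18, adjusted p = 5.63e-10).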

As a less dramatic example, *Aldh1a1* in FR was induced fourfold by PB and three- to fivefold in the other preservation groups (Supplementary Table S4). 

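Between FR and FFPE, Cyp2c54 fell from 60.6 ± 37.3 to 28.6 ± 15.3 CPM in Con mice and from 1410 ± 161 to 686 ± 97.4 CPM in PB mice (SD, n = 6). Gstm1 fell from 256 ± 74.6 to 191 ± 47.7 CPM in Con mice and from 1990 ± 402 to 1360 ± 294 CPM in PB mice. Scd1, which PB lowers, rose from 10400 ± 3100 to 12000 ± 4950 CPM in Con mice, where 2 of 6 were lower in FFPE, and from 4120 ± 2240 to 4730 ± 2320 CPM in PB mice, where 0 of 6 were lower.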

Because preservation-related reductions in PB and vehicle control (Con) gene counts were relatively consistent across marker genes, significant PB effects compared to Con were still detectable (Fig. 3b).

**Figure 3:**
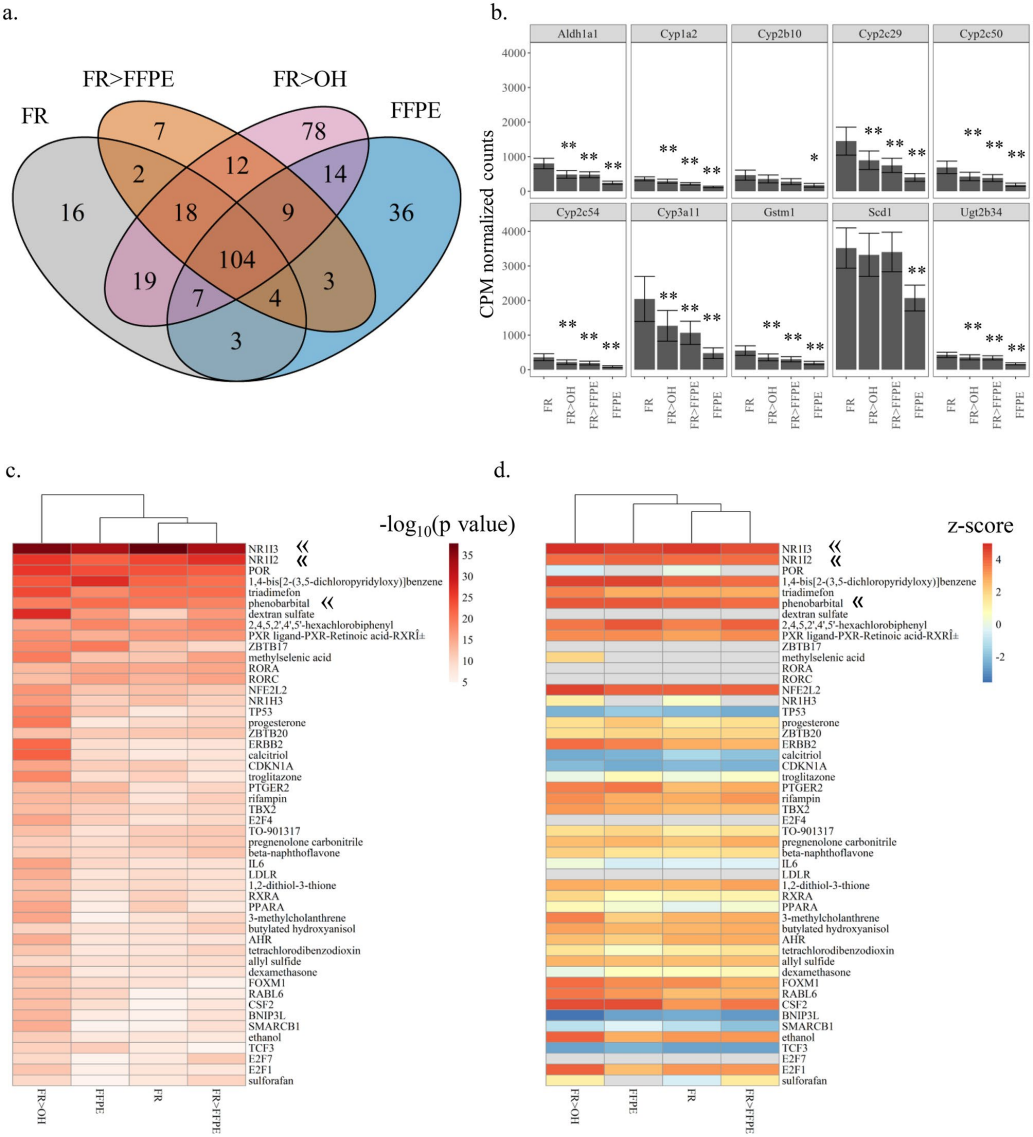
Effects of formalin fixation on detection of chemical treatment responses. (**a**) Venn diagram showing overlap in significant phenobarbital (PB)-induced differentially expressed genes (DEGs, FDR-adjusted p-value < 0.05, ± twofold-change) across preservation groups: frozen control (FR), 70% ethanol-fixed (FR > OH), frozen first then 18-h formalin-fixed (FR > FFPE), and 18-h formalin-fixed (FFPE) liver tissue samples. FR > OH, FR > FFPE, and FFPE samples were all paraffin-embedded. (**b**) Expression pattern of top 10 PB-induced differentially expressed genes. Across preservations, FR > OH, FR > FFPE, and FFPE resulted in significant reductions of counts per million (CPM) gene counts for all preservations relative to frozen control (FR). Error bars represent standard error. Significant differences between preservation group compared to frozen were determined by two-tailed Wilcoxon signed-rank test with Holm correction. **p-value = 0.0029, *p-value = 0.01 (**c**) Significant upstream regulators (Right-Tailed Fisher’s Exact Test, p-value < 0.05) predicted from PB-induced DEG patterns across preservation groups. « indicates CAR, PXR, and PB. (**d**) *Z*-scores of upstream regulators matched to significant p-values with positive *z*-scores predicting activation and negative scores predicting repression of regulator. « indicates CAR, PXR, and PB.

Based on the Matthew’s correlation coefficient (MCC), FR > FFPE showed the highest concordance of PB DEGs with FR at 0.77. 

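With PB DEGs in FR taken as true, FR > FFPE had 209 true positives, 41 false positives, 59 false negatives and 13061 true negatives, an MCC of 0.804 (95% interval 0.765 to 0.840 from 2000 bootstrap samples of the genes). The interval treats genes as independent and leaves out the spread between mice. All 209 shared DEGs had the same direction. FR > OH had an MCC of 0.786 (0.748 to 0.821), within the interval of FR > FFPE. The order of the 2 was not stable. FR > OH was the higher one without FR > FFPE Con replicate 21C (0.755 for FR > FFPE and 0.783 for FR > OH), with TMM scaling (0.762 and 0.783) and with DESeq2 (0.774 and 0.784). Thinning all libraries to the smallest total moved the MCC of FR > FFPE most, to 0.713.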

The MCC assumes all the DEGs in FR were true positives, which is not likely the case but needed as a benchmark for assessing preservation-related changes in quality with respect to gene expression. 

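FR > OH had 91 false positives and 35 false negatives, and FFPE had 78 and 89. Most of these genes moved the same way in both preparations. Of the 89 DEGs of FR missed in FFPE, 89 had the same sign there and 19 had an adjusted p under 0.05. Of the 78 called in FFPE only, 70 had the same sign in FR. Of the 91 called in FR > OH and not in FR, 88 had the same sign in FR and 24 had an adjusted p under 0.05.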

While FR > OH appeared to have more false positives (113), this group also had fewer false negatives (25) than FFPE (55), resulting in an MCC of 0.69. The FFPE group ranked lowest amongst the preservation groups compared to FR based on MCC (0.66) but was still in positive agreement based on shared PB-induced DEGs (Table 1). 

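The MCC of FFPE was 0.676 (0.628 to 0.721), with 179 true positives, of which 178 had the same direction as in FR. Its interval lay under those of the other preparations. With all libraries thinned to the smallest total the gap was small, at 0.688 for FFPE against 0.713 for FR > FFPE and 0.701 for FR > OH. With limma on the authors' log2 CPM the MCC was 0.578 for FFPE and 0.686 for FR > OH.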

The major difference in biomarker genes across preservations was that FFPE tended to have significantly fewer counts (1.7- to 4.3-fold) on average across all marker genes relative to FR (Supplementary Table S6). 

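The 12 mice allow a paired test, and the exact two-sided Wilcoxon signed-rank test was run on CPM per marker with Holm adjustment over the 3 preparations. In FFPE 8 of 10 markers were lower than in FR with an adjusted p under 0.05, by ratios of FR to FFPE from 1.32 (Ugt2b34) to 2.22 (Cyp3a11). Each of these 8 was lower in 12 of 12 mice (adjusted p = 0.00146, the smallest that 12 pairs allow). Cyp2b10 had a ratio of 1.38 and was lower in 9 of 12 mice (adjusted p = 0.0806). Scd1 had a ratio of 0.871 and was lower in 2 of 12 mice (adjusted p = 0.0425, and 0.17 with Holm adjustment over all 6 pairs of preparations, chosen after seeing the values). The divisor moved the ratios most. On the authors' CPM, 10 of 10 markers were lower in FFPE, by ratios from 1.7 to 4.28.

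**Figure D2:**
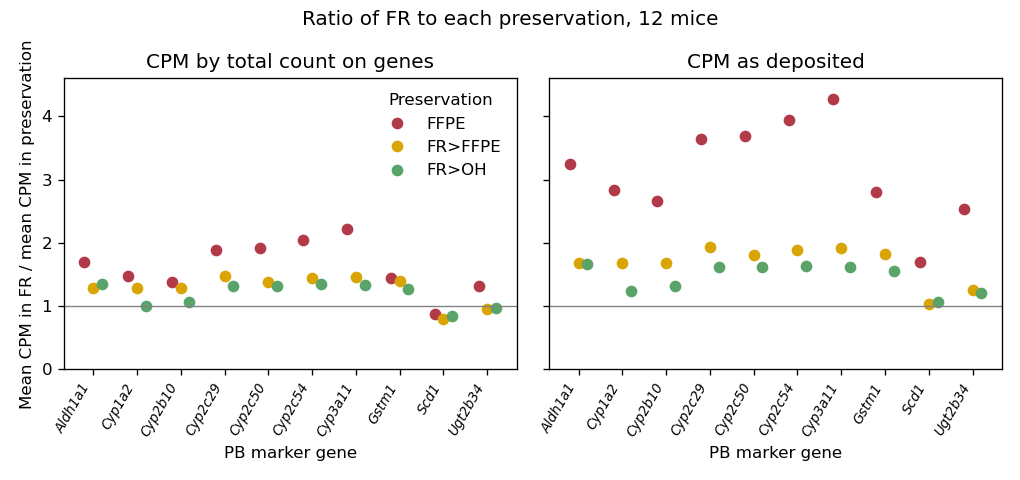
Ratio of mean CPM in FR to mean CPM in each other preparation for the 10 marker genes over 12 mice, by the total on genes and by the authors' divisor, where a ratio above 1 means fewer counts than in FR. In FFPE, Cyp3a11 is at 2.22 by the total on genes and at 4.28 by the authors' divisor.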

Freezing prior to fixation (FR > OH or FR > FFPE) also resulted in mostly significant but more moderate decreases in gene counts. For instance, FR > FFPE and FR > OH had fewer gene counts (1.3-fold to 1.9-fold and 1.2-fold to 1.7-fold and, on average, respectively) for all marker genes except *Scd1* and/or *Cyp2b10* compared to FR (Fig. 3b, Supplementary Table S6). 

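In FR > FFPE 7 of 10 markers were lower than in FR at an adjusted p under 0.05, and in FR > OH 6 of 10. On the authors' CPM, and also with TMM scaling, the count was 8 of 10 in both.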

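Among the markers past the threshold, ratios of FR to FR > FFPE ran from 1.28 for Aldh1a1 to 1.48 for Cyp2c29, and ratios of FR to FR > OH from 1.27 for Gstm1 to 1.35 for Aldh1a1. Scd1 was higher than in FR, with ratios of 0.795 (lower in 1 of 12 mice, exact signed-rank adjusted p = 0.00732) and 0.84 (lower in 2 of 12, adjusted p = 0.0186). On the authors' CPM its ratios were 1.03 and 1.06. Cyp2b10 did not pass, with ratios of 1.28 (adjusted p = 0.128) and 1.07 (adjusted p = 0.38). Ugt2b34 did not pass either, with 0.959 and 0.972, but did on the authors' CPM, with 1.25 and 1.2.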

While not significant when separated by treatment, both PB and Con groups displayed similar trends in reduced gene counts across preservations relative to FR (Supplementary Figure S5, Supplementary Table S7).

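With 6 pairs the exact signed-rank test cannot give a Holm adjusted p under 0.0938, so 0 of 10 markers could pass in Con or in PB mice alone. Ratios of FR to FFPE ran from 0.872 to 2.54 in Con mice and from 0.87 to 2.21 in PB mice. In Con mice 8 markers were lower in FFPE in 6 of 6 mice, and in PB mice 9 were, each at an unadjusted two-sided exact p of 0.0312, the smallest that 6 pairs allow.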

**Table 1:** Significant phenobarbital (PB)-induced changes in gene expression compared to control (Con) confusion matrix across preservations.

	DEGs	TP	FP	FN	TN	MCC
FR^a^	173	173	0	0	13,197	1.00
FR > OH	261	148	113	25	13,084	0.69
FR > FFPE	159	128	31	45	13,166	0.77
FFPE	180	118	62	55	13,135	0.66

DEGs identified by FDR-adjusted p-value < 0.05 and absolute fold-change value ≥ 2. MCC coefficient = 1 represents a perfect prediction; 0 represents no better than random; -1 indicates disagreement between observation and prediction.

*DEGs* differentially expressed genes, *TP* true positives, *FP* false positives, *FN* false negatives, *TN* true negatives, *MCC* Mathews correlation coefficient.

^a^Assuming FR control contains the actual PB-induced DEGs; which may not be the case.

When PB DEGs were mapped to potential upstream regulators, gene patterns were consistent with enrichment and predicted activation of constitutive androstane receptor (CAR) and pregnane X receptor (PXR) and PB exposure across all preservation groups (Fig. 3c,d and Tables S8, S9). 

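Upstream regulators were not recomputed. Among genes that PB raises in liver, Cyp2c55 on chromosome 19 (39007019 to 39042688) rose from 0.988 ± 0.581 to 522 ± 104 CPM in FR, from 1.18 ± 0.854 to 403 ± 61.8 CPM in FFPE, from 1.27 ± 0.609 to 450 ± 59.6 CPM in FR > FFPE and from 0.880 ± 0.422 to 474 ± 107 CPM in FR > OH (SD, n = 6). Gstm3 rose from 10.4 ± 3.20 to 732 ± 329 CPM in FR and from 9.50 ± 4.20 to 572 ± 270 CPM in FFPE.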

At this pathway/functional level, no impact of direct formalin fixation on chemical response was observed.

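Over the genes that were PB DEGs in FR or in the other preparation, Pearson's r of the PB log2 fold changes with those in FR was 0.911 for FFPE, 0.96 for FR > FFPE and 0.955 for FR > OH. These are correlations across genes, which are not independent replicates. The mice are the same in each pair, so differences between mice are shared by both fold changes.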

### Retrospective comparison of formalin-induced gene expression profiles in archived tissue samples

#### Study 2

A retrospective analysis of previous experiments comparing RNA-seq profiles from paired FFPE and FR mouse liver tissue^8,9^ also identified a robust FFPE effect at the transcript level (Supplementary Figure S6a). While there were broad patterns in formalin effect across examined studies, the DEGs were not consistent. Direct formalin fixation for 18 h. resulted in 2,283 DEGs in Study 2A and 3,525 DEGs in Study 2B (Supplementary Figure S6b, Supplementary Table S10). In Study 2A, 163 DEGs were identified in all dose groups. In Study 2B, there were 1,277 shared formalin DEGs across both treatment and control groups. With the inclusion of the 3 week timepoint, formalin DEGs in Study 2B increased to 5,212. FFPE samples fixed for 3 week had 3.5-fold more formalin DEGs compared to FFPE samples fixed for 18 h., suggesting an influence of time in formalin likely linked to increased physical damage to the nucleic acid (Supplementary Table S10). However, when focusing on the overlap in formalin DEGs across Study1, Study2A, and Study2B from the 18–24 h. formalin fixation timepoint, there was still a high level of overlap regardless of chemical treatment. For example, when focusing on vehicle control samples, 75% of FFPE vs. FR DEGs in Study 2B overlapped with FFPE vs. FR DEGs from Study 1 controls (1,379/1851) and 61% of FFPE vs. FR DEGs in Study 2A overlapped with FFPE vs. FR DEGs in Study 2B (322/530) (Supplementary Figure S6c). The percent overlap increased when considering DEGs in common for chemical treatment samples and vehicle controls for FFPE vs. FR (Supplementary Figure S6c).

Pathway analysis identified enrichment in similar canonical pathways between directly fixed samples from Studies 1 and 2 (Supplementary Figure S7a) including mitochondrial dysfunction, oxidative phosphorylation, sirtuin signaling, and EIF2 signaling (Eukaryotic Translation Initiation Factors) as some of the top impacted pathways (Supplementary Table S11). This was also the case for predicted upstream regulators, some of which also happen to be regulators of oncogenesis such as MYC, MYCN, and INSR. The formalin effect overlapped with gene signatures of some drug/chemical compounds including pirnixic acid, ciprofibrate, gentamicin, and mono(2-ethylhexyl) phthalate, the primary metabolite of DEHP. Freezing prior to preservation in Study 1 mostly negated the gene response profile for these predicted upstream regulators (Supplementary Figure S7b, Supplementary Table S12).

When focusing on individual molecules of FFPE vs. FR impacted pathways, effects on mitochondrial dysfunction and oxidative phosphorylation included downregulation of several components in the electron transport chain such as multiple ATP synthase subunits, ubiquinone oxidoreductase subunits, and ubiquinol-cytochrome c reductase, which were not impacted in FR > FFPE or FR > OH samples (Supplementary Tables S13 and S14). 

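Of the 86 electron transport chain genes, 25 were DEGs lower in FFPE and 0 were DEGs higher. TMM scaling gave 50 lower and total reads as the library size 79. In FR > FFPE and in FR > OH 1 gene each passed both criteria. TMM scaling gave 3 lower in each, and total reads as the library size 6 in each. As sets, the genes were lower in these preparations as well, with medians relative to all genes of −0.73 in FR > FFPE (limma's camera, n = 12 per preparation, p = 1.12e-39, 84 of 86 lower than the median of all genes) and −0.67 in FR > OH (p = 2.42e-35, 83 of 86 lower). Tested directly, FFPE was lower than FR > FFPE by a median of −0.41 relative to all genes (limma's camera, p = 5.4e-29, p = 0.0165 with the estimated correlation). Ndufs5 on chromosome 4 was the member with the third largest fall in FFPE among those that changed alike in 12 of 12 mice, at −1.96 (SE 0.24, edgeR adjusted p = 5.56e-10).

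The set's transcripts are short, with a median length of 955 bases against 3111 for all genes. Fold changes in FFPE rose with transcript length (Spearman's rho = 0.412 over 13100 genes). Random sets, 10000 in number, were matched for length, GC content and expression level. Their median log2 fold change in FFPE was −0.33 (95% of sets from −0.48 to −0.18), against −0.90 for the electron transport chain.

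**Figure D3:**
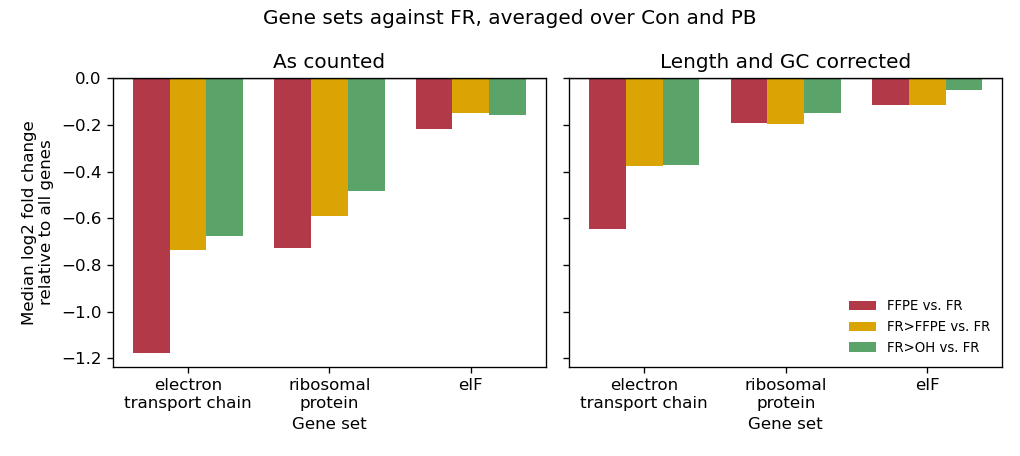
Median log2 fold change of the electron transport chain, ribosomal protein and eIF gene sets relative to all genes, before and after correction for transcript length and GC content. For the electron transport chain in FFPE vs. FR the values are −1.18 before and −0.65 after correction.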

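Of the 102 ribosomal protein genes, 6 were DEGs lower in FFPE and 1 was higher. The latter was Rps6kl1, one of the Rps6k kinase genes and not a ribosomal protein, with a log2 fold change of 1.59 that was −0.49 in limma on the authors' log2 CPM. TMM scaling gave 13 lower and 1 higher, and total reads as the library size 81 lower and 0 higher. The largest fall was in Rps27l on chromosome 9, at −1.65 (SE 0.094, edgeR adjusted p = 3.54e-20), from 44.2 ± 3.48 CPM in FR Con to 15.6 ± 1.59 CPM in FFPE Con (SD, n = 6). After correction for transcript length and GC content, the median of the set relative to all genes was −0.19 in FFPE, −0.20 in FR > FFPE and −0.15 in FR > OH. Against random sets matched for length, GC content and expression level the ribosomal protein median in FFPE was just outside. It was −0.445, with 95% of the sets from −0.419 to −0.162. The eIF median, at 0.060, was that of matched sets (0.061), but after the correction it was −0.12 relative to all genes (34 of 54 lower). The corrected set passed without pairing (limma's camera, n = 12 per preparation, p = 0.0366). With the mouse as a block the corrected set did not pass (limma's camera, n = 12 per preparation, p = 0.0886). Under fry the corrected set was lower (limma's fry, n = 12 per preparation, p = 4.67e-08). Of the 54 eIF genes, 0 were DEGs lower in FFPE and 1, Eif4ebp2, was higher, at 1.42 (12 of 12 mice). With TMM scaling 3 were lower and 1 higher, and with total reads 21 were lower and 0 higher. Eif4ebp2 had 59.6 ± 6.84 CPM in FR Con, 152 ± 16.5 in FFPE Con, 103 ± 11.1 in FR > FFPE Con and 110.3 ± 10.8 in FR > OH Con.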

Effects specific to direct formalin fixation (FFPE vs. FR) on the sirtuin signaling pathway and EIF2 signaling included genes related to controlled cell death, RNA synthesis, DNA damage recognition, and translation processes (Supplementary Tables S15 and S16).

As in Study 1, direct formalin fixation reduced overall gene counts across control and treated groups but had minimal impact on detection of DEHP (2A) and Furan (2B) effects at gene and pathway levels. For example, of the 163 and 1,173 formalin effect DEGs from Studies 2A and 2B, respectively, only 8 DEGs overlapped with DEHP treatment genes and 27 DEGs overlapped with Furan treatment genes (Supplementary Figure S8). Additional analysis of the chemical treatment gene response from Studies 2A and 2B are reported in detail elsewhere^8,9^. While the RNA-seq analysis pipelines for Studies 2A and 2B differed slightly from those reported in Hester et al*.* and Webster et al*.*, a concordance in chemical treatment responsive genes and pathways was observed for each respective study.

## Discussion

The primary goal of this study was to investigate the effects of formalin fixation on gene expression profiles in archival FFPE samples. Our findings clearly demonstrate that direct formalin fixation results in widespread transcriptomic effects, as detected by RNA-seq analysis. We show for the first time that formalin effects on total RNA-seq profiles occur at the time fresh liver tissue is fixed and that this effect is largely abolished by freezing first, suggesting the gene response to formalin is in part a biological response and not simply post-mortem artifact. Gene profiles resulting from direct fixation indicated disruption of fundamental pathways of cell metabolism, including oxidative stress, mitochondrial dysfunction, and bioenergetic pathways. However, these effects did not confound the detection of chemical treatment-related responses. These findings could have important implications for studies using FFPE samples, especially if adequate matched controls are not available.

Sequencing analysis of FFPE specimens provides an opportunity to study samples from well-characterized archives, ranging from toxicology repositories^13^ to clinical tumor biobanks^14,15^. At the gene level, direct formalin fixation resulted in a broad low-magnitude effect on global transcriptomic profiles. Several lines of evidence suggest that this response may be due to disruption of cellular processes during fixation of fresh cells. First, the effect was eliminated by freezing the tissues prior to fixation in Study 1. Second, FFPE DEGs showed widespread down-regulation of expression on RNA-seq analysis, as expected with formaldehyde-induced cross-linking. Third, pathway-level and functional analysis of FFPE DEGs showed disruption of key metabolic functions related to cellular respiration, mitochondrial toxicity, and bioenergetics, which are consistent with agonal effects of cells accumulating formaldehyde crosslinks. Finally, formaldehyde is a ubiquitous endogenous metabolite of many different cell types, which have evolved sensitive mechanisms to detect and respond to it^16^.

Another recent study described formalin responses on RNA-seq profiles while investigating the impact of delay-to-fixation on FFPE clinical tumor resections^17^. Interestingly, the act of preservation for standard FFPE samples, regardless of delay-to-fixation times, had a larger impact on gene response when compared to fresh-frozen samples. Jones et al*.* also reported an upregulation of genes in FFPE RNA that was consistent with structural DNA modifications, as opposed to the metabolic effects identified in the present study^17^. This discrepancy could be partly due to differences in tissues analyzed (e.g. tumor vs. normal) and/or differences in tissue type or species investigated. Cancerous tissues are notoriously heterogeneous and exhibit altered RNA profiles relative to normal tissues, including genes related to cellular bioenergetics, potentially obscuring the relatively low-magnitude formalin effects described in the current analysis. Whatever the case, these studies highlight the importance of preanalytical variables in determining the response of tissues to formalin fixation and warrant additional work to determine whether similar effects are seen across different tissue types and species under different study conditions.

The observation of global transcriptomic effects due to formalin fixation is not entirely unexpected considering the dynamics of tissue preservation. Most importantly, covalent binding of formaldehyde within cells of fixed tissue does not occur immediately. The chemical modifications of RNA, including cross-linking, can continue for up to 24 h following immersion of a tissue^4,18,19^. Formalin penetrates tissue quickly, but a lag in tissue penetration of formalin into the middle of a specimen may still result in some cells remaining unfixed or underfixed for minutes or even hours after initial immersion. This lag may provide sufficient time-to-cell death for agonal transcriptomic effects to occur. However, several studies, including Study 2B and others^9^, also indicate that age in FFPE block can have a marked impact on RNA-Seq profiles. Collectively, this evidence suggests that a combination of events is occurring, direct “agonal” effects at the time of fixation as well as non-specific RNA degradation with time.

The downregulation in genes identified by RNA-seq in FFPE tissue from mouse liver is consistent with formalin fixation-related covalent modifications of nucleic acid. RNA-seq involves sequencing all isolated RNA transcript pieces including exons, introns, and intergenic regions. Pre-mRNA or partially processed transcripts will be detected using this method, which may explain why previous work identified a modest decrease in percent reads fully aligned to exonic regions of the transcriptome from more recently archived FFPE samples compared to paired FR with a corresponding increase in the percent of intronic and intergenic alignments^9,20^. Other groups have identified a similar pattern when comparing FFPE to FR samples (e.g. Refs.^8,17^). The cause for a higher percentage of intronic reads in FFPE compared to FR is not well characterized but could be due to a variety of formalin effects on library preparation and specific cellular processes, such as having proteins bound to intronic regions, resulting in interference with transcription and translation. This disruption can impact the detection of genes in FFPE samples compared to FR samples because reads are diverted to intronic and intergenic regions. Newer technologies such as TempO-sequencing may be able to bypass part of this problem through the use of short probes that bind to specific exonic regions within genes, maintaining greater specificity^21^.

The large transcriptional effects of formalin fixation did not confound detection of chemical responses. Despite some loss in gene count signal across chemical treated and control samples in FFPE tissue samples from Study 1, well known marker genes (*Cyp2b10*, *Cyp3a11*, *Cyp2c50*, etc.) were identified and DEGs were mapped to known receptors involved in PB mode of action like CAR and PXR. This finding was also observed and previously reported for Study 2A^9^ and 2B^8^ and their respective chemical treatments. When contrasting chemical treatment vs. vehicle control, Hester et al. reported FFPE samples demonstrated 31–45% loss in gene counts relative to paired FR but still showed a significant dose-dependent upregulation of DEHP target genes *Acot* and *Cyp4a* and pathway-level enrichment consistent with peroxisome proliferator-activated receptor-alpha (PPARα)^9^. In Webster et al*.*, DEGs identified in FFPE from contrasting furan chemical treatment vs. vehicle control resulted in overrepresentation in Nrf2-mediated oxidative stress response, xenobiotic metabolism, and p53 signaling pathways, consistent with the furan mode of action^8^. However, with Study 1 there were potential spurious PB-related DEGs in the FFPE dataset that were absent in FR. These potential false-positive DEGs highlight the need for matched disease/normal or chemical/vehicle controls when working with gene expression data from FFPE tissue samples. More research is needed to better develop methods that may assist in informatically subtracting out such formalin effects when matched FFPE controls are not available.

Current sequencing technologies provide unprecedented opportunities to bridge genomic information with high-quality phenotypic data from toxicological and clinical biorepositories. However, our understanding of formalin fixation and how it interacts with new methods such as sequencing in liver remains quite limited. This study provides new insights into formalin effects on RNA-seq data from liver archival tissues. While our results highlight potential widespread effects of direct formalin fixation (and marked variability across studies), they also show that, with adequate controls, FFPE samples can be effectively used to produce reliable transcriptomic data. These findings should inform retrospective mechanistic investigations and precision medicine initiatives using archival tissue specimens.

## Methods

### Experimental overview

#### Study 1: prospective investigation of direct formalin fixation on transcriptomic profiles in mouse liver

Paired frozen and FFPE mouse liver samples used for this study were originally collected from 10- to 11-week old male B6C3F1 mice treated daily for 7 days with 600 ppm phenobarbital (PB) (99.8% purity, lot# SLBF7347V; Sigma-Aldrich, St. Louis, MO) or vehicle control (0 ppm, Con) in the drinking water (n = 6 mice/treatment group). Complete details of this study are described in Lake et al*. *^22^. All procedures involving animals in this study were conducted under protocols approved by the Institutional Animal Care and Use Committee of the U.S. EPA. Phenobarbital was used as a reference chemical given its well-characterized transcriptomic effects in mouse liver (e.g.^23^.).

Each liver tissue sample was processed four different ways (Fig. 1). At the time of sample collection, the tissue was either flash frozen in liquid nitrogen followed by storage at − 70 to − 80 °C or directly fixed in 10% neutral buffered formalin (NBF) for ~ 18 h prior to embedding in paraffin block (FFPE group). Fresh 10% NBF (ThermoFisher Scientific; cat. #SF100-4; Fairlawn, NJ) contains approximately 4% formaldehyde (weight/volume). Frozen and fixed mouse liver samples included pieces of left lateral, caudate, and right medial liver lobes. Frozen liver samples were later divided on dry ice into three portions (~ 20–30 mg each), which were returned to − 80 °C storage (FR), fixed for ~ 18 h in 70% ethanol followed by paraffin-embedding (fixative control, FR > OH), or fixed for ~ 18 h in 10% NBF followed by paraffin-embedding (FR > FFPE) (n = 12 mice per condition, 6 Con and 6 PB-treated).

Histologic processing and sectioning of FFPE, FR > OH, and FR > FFPE samples followed standard methods^20^. Briefly, tissues were washed two times in 80% ethanol (30 min each); two times in 95% ethanol (45 min each); three times in 100% ethanol (45 min each); three times in xylenes (ThermoFisher Scientific, Fairlawn, NJ) (30 min each); two times in Paraplast Tissue Embedding Media (ThermoFisher Scientific, Fairlawn, NJ) at 58–60 °C (30 min each); and, finally, two times in Paraplast at 58–60 °C under a vacuum (1 h each). After processing, FFPE blocks were stored in a research laboratory at room temperature. At the time of RNA isolation, tissue age in block was ~ 16 months.

While tissue cross-linking by formaldehyde begins almost immediately upon exposure^4^, the specific timing of formalin effects on biological processes such as RNA transcription is not understood. Freezing prior to fixation was intended to test whether observed the transcriptomic effect of formalin fixation occurs as an agonal event (i.e. during cell death, when certain aspects of metabolic and transcriptional machinery may still be operational) or as a post-mortem artifact (i.e. after cell death has occurred and transcription has stopped). Ethanol was used as a fixative control as it does not produce the cross-links and other covalent modifications seen with formalin fixation^4^.

#### Study 2: retrospective evaluation of formalin fixation on transcriptomic profiles in mouse liver

For Study 2A, paired frozen and FFPE mouse liver samples were collected from male B6C3F1 mice treated with di(2-ethylhexyl) phthalate (DEHP) (CAS No: 117-81-7; 99.5% purity, Chem Service, West Chester, PA) in the feed for 7 days at dietary doses of 0; 1,500 (1.5 k); 3,000 (3 k); and 6,000 (6 k) ppm. Experimental design and background information are described in Lake et al*.* and Hester et al*.*^9,22^. Each liver sample was divided and directly flash frozen in liquid nitrogen followed by storage at − 70 to − 80 °C (FR) or directly fixed in 10% NBF for 18–24 h followed by processing to FFPE block. A total of 16 sample pairs were used (n = 16 FR, n = 16 FFPE, n = 4 per dose group). After histologic processing, FFPE blocks were stored at ambient temperature for < 2 years. For Study 2B, paired frozen and FFPE mouse liver were collected from female B6C3F1 mice exposed to 0 or 8 mg/kg furan in corn oil by daily gavage for 3 wks. Experimental design and background information are described in Webster et al*.*^8^. At collection, each liver sample was divided and directly flash frozen in liquid nitrogen and maintained at ≤ − 70 °C or fixed in 10% NBF for 18 h. or 3 wks. before processing to FFPE block. A total of 8 sample pairs were used (n = 8 FR, n = 8 FFPE 18 h., n = 8 FFPE 3 wks., at n = 4 per dose group). FFPE blocks were stored at ambient room temperature for < 1 yr. Note: Ischemia time was not investigated in these studies. Sample collection was well controlled and time to freezing or fixation did not exceed 15 min for any samples, in accordance with recommendations to limit ischemia time to < 12 h. for FFPE samples undergoing RNA analysis^23,24^.

### RNA isolation

For frozen tissue samples, total RNA was extracted and purified using homogenization in RNAzol RT (Molecular Research Center, Cincinnati, OH) and elution with RNeasy MinElute columns (Qiagen GmbH, Hilden, Germany)^25^. The RNA quality of each sample was evaluated by Agilent 2100 Bioanalyzer and quantitated via Nanodrop and/or Qubit fluorometer (ThermoFisher Scientific, Waltham, MA). For FFPE samples, blocks were first sectioned into two 10-μm thick curls per sample using a Leica RM 2155 microtome (Leica Biosystems, Buffalo Grove, IL). RNA was then extracted following deparaffinization, proteinase K digestion (56 °C for 15 min), heating (80 °C for 15 min), DNAse treattment, RNeasy MinElute spin column (Qiagen GmbH, Hilden, Germany) clean up, and elution in 20–30 μl nuclease free water according to Qiagen AllPrep DNA/RNA FFPE kit protocols. RNA quality and concentration were quantified as for frozen samples. Quality parameters for input RNA and RNA-seq were evaluated for all samples. Values for select metrics are presented by study and sample type in Supplementary Data. Pre-RNA sequencing quality metrics for Study 2A and Study 2B are reported in Hester et al.^9^ and Webster et al.^8^, respectively.

### Total RNA-sequencing library preparation and sequencing

For RNA-seq, 100 ng of total RNA was converted into cDNA libraries using the Illumina TruSeq Stranded Total RNA, as previously described (Wehmas et al*.*^20^ for Study 1; Hester et al*.*^9^ for Study 2A; Webster et al*.*^8^: Study 2B). Ribosomal RNA was removed from samples through sequence-specific rRNA depletion using biotinylated probes and strepavadin bead immobilization (Ribo-Zero Gold Library Prep Kit, #RS-122-2303, Illumina, San Diego, CA). Samples were fragmented by heating with divalent cations. FFPE samples were subjected to reduced fragmentation/heating times to enable consistent library size distributions with FR. This process was quantified by Agilent Bioanalyzer (DNA 1000 kit #5067-1504) and qPCR (KAPA Library Quant Kit #KK4824, KAPA Biosystems, Wilmington, MA) followed by library normalization and sequencing. Samples were labeled with a barcode, mixed together in a sequencing pool, and run at eight per sequencing lane. Sequencing for Study 1, Study 2A, and Study 2B was performed at Expression Analysis (EA) (EA Genomic Services, Q2 Solutions—a Quintiles Quest Joint Venture, Durham, NC) using the Illumina HiSeq platform with 2 × 50 bp-paired, 2 × 50 bp-paired, and 1 × 50 bp-single end reads, respectively. Samples for these studies were run in independent batches.

### Sequencing analysis

After sequencing, basecall files were converted into FASTQ output files using CASAVA (1.8.2). FASTQ data were demultiplexed, and sequencing adapters and other low-quality bases were removed from the ends of reads during clipping and trimming using the fastq-mcf3 tool (available at https://github.com/ExpressionAnalysis/ea-utils/blob/wiki/FastqMcf.md) (Study 1 and 2A) or Partek Flow (Study 2B). For Studies 1 and 2A, trimming included removal of Illumina adapters, homopolymers at read ends and nucleotides with quality scores (Phred Q-scores) < 7. Any read with one base > 95% frequency, homopolymers ≥ 4 within a read, and an average Q-score below 25, or length < 25 bases were also filtered by fastq-mcf3 tool. For Study 2B, read ends were trimmed by quality (Q-scores ≤ 7) and reads with length ≤ 25 or composed of any one base at > 95% frequency were removed by Partek Flow.

Total RNA-seq reads were aligned to External RNA Controls Consortium (ERCC) spike-ins to assess the success of library construction and sequencing. A subset of the reads (~ 1 million) was aligned to other added control sequences (PhiX and other Illumina controls used during library preparation), residual sequences (globin and rRNA), and poly-A/T sequences that persisted after clipping. Reads were also aligned to a sampling of intergenic regions to assess the level of DNA contamination.

Subsequent data analysis was carried out using Partek Flow NGS v 6.17.1128 (Partek Inc., St. Louis, MO). Total RNA-seq reads were aligned using STAR v2.5.3a and counts matrices were generated using the Expectation–Maximization algorithm^26^ implemented in Partek Flow. Clipped FASTQ files were aligned to the *Mus musculus* reference genome (GRCm38/mm10) and quantified to the transcriptome (RefSeq transcript 81-2017-05-02). A 0.0001 offset was added adjust for zero counts. Gene features with geometric mean of ≤ 1 count across all samples were filtered prior to counts per million normalization (CPM). This involves dividing feature counts by total sample library size and multiplication by 10^6^. Low expression filtering to exclude unexpressed or lowly expressed gene features across all samples which may interfere with downstream differential gene expression analysis removed 11,173/24,543 gene features for Study 1; 11,107/24,543 gene features for Study 2A; and 11,368/24,543 gene features for Study 2B. 

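Applied to the count table of Study 1, the geometric mean filter with an offset of 1e-04 removed 11173 of 24543 genes, and the kept genes are the ones listed in the authors' log2 CPM table. The kept genes held 99.93% to 99.97% of the counts in each library.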

Filtered, normalized gene counts were then analyzed for differential gene expression using Partek Gene-Specific Analysis algorithm (GSA). Significance was defined as false discovery rate (FDR)-adjusted p-value of < 0.05 and absolute fold-change count ≥ 2.

### Other statistical analyses

Other data were analyzed using R statistical software (v3.5.3)^27^, *pheatmap* (v1.0.12), *VennDiagram* (v1.6.20), *ggplot2* (v3.1.1), *stats* (v3.5.3), and *car* (v3.0-2) packages. Continuous data were first screened for normality using the Shapiro–Wilk Test and homogeneity of variance using the Levene's Test. As most statistical comparisons for the sequencing quality metrics did not meet normality or homogeneity of variance criteria, all data were analyzed using non-parametric two-tailed Wilcoxon signed-rank tests with a Holm multiple comparison adjustment. An adjusted p-value < 0.05 was the threshold for significance. To assess the effects of chemical exposure (Study 1), phenobarbital treatment was contrasted to the respective control within the same preservation condition (i.e., FR, FR > FFPE, FFPE, etc.). Where chemical treatment and preservation interactions were not expected or observed for pre-sequencing, pre-alignment, and preanalytical comparisons, PB and Con samples were combined for analyses. Pairwise comparisons included each preservation group vs. FR control.

## Supplementary information

Supplementary file 1

Supplementary file 2

Supplementary file 3

Supplementary file 4

Supplementary file 5

Supplementary file 6

## Data Availability

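Targeted sequencing with TempO-Seq probes covers samples whose results the paper does not report, and their conditions are taken from the sample labels. Rat liver was frozen, frozen and then fixed in 10% formalin for 18 to 24 h and embedded (FR > FFPE), or fixed directly for 18 to 24 h and embedded (FFPE), with 6 samples per group. Rat lung was frozen, treated as FR > FFPE, or fixed for 1 year (FFPE 1 yr), with 6 samples per group. The liver came from F344 rats and the lung from WKY rats. AML12 cells, a mouse hepatocyte line, were exposed for 10 min to vehicle or to 0.006%, 0.03% or 0.1% neutral buffered formalin (NBF), with 3 samples per group. According to their labels the frozen rat samples were purified RNA and the embedded rat samples and the cells were lysates. The labels do not say which samples came from the same rat.

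The tables hold counts per gene of the panel, with a count for 2652 genes in rat liver, 2754 in rat lung and 2658 in AML12 cells. Total counts in rat liver were 3040907 to 3970188 (median 3502448) in FR, 2156621 to 3898086 (median 2708556) in FR > FFPE and 139477 to 889125 (median 404596) in FFPE. In rat lung they were 12 to 2505947 (median 2146922) in FR, 802686 to 1786807 (median 1134710) in FR > FFPE and 226751 to 1634577 (median 841197) in FFPE 1 yr. In AML12 cells they were 535014 to 2036428 (median 1849996) for vehicle, 444282 to 2221860 (median 619923) at 0.006%, 524272 to 1866678 (median 1150890) at 0.03% and 1364449 to 2325991 (median 1552777) at 0.1%. Here each table was tested in its own edgeR quasi-likelihood fit with TMM scaling and edgeR's own filter on low counts, with the criteria used for DEGs in Study 1. That fit covered 2281 genes in rat liver, 2291 in rat lung and 1570 in AML12 cells.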

RNA-sequencing and TempO-sequencing datasets generated during the current study are available at Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/): Study 1 accession # #GSE148174, Study 2A accession #GSE78962 and CEBS #010-00006-0001-000-8, and Study 2B accession #GSE62843). All other data created or analyzed during this study are included in this published article.

## Abbreviations

CAR: Constitutive androstane receptor
DEG: Differentially expressed gene
EA: Expression analysis
EPA: U.S. Environmental Protection Agency
ERCC: External RNA controls consortium
FDR: False discovery rate
FFPE: Formalin-fixed paraffin-embedded
FR: Fresh-frozen
GSA: Gene-specific analysis
ICGC: International cancer genome consortium
IPA: Ingenuity pathway analysis
MCC: Matthew’s correlation coefficient
MOA: Mode of action
qPCR: Quantitative polymerase chain reaction
PXR: Pregnane X receptor
NCI: National Cancer Institute
OH: Ethanol
PB: Phenobarbital
PPARα: Peroxisome proliferator-activated receptor-alpha
PCA: Principal component analysis
RIN: RNA integrity number
RNA-seq: RNA-sequencing
rRNA: Ribosomal RNA
STAR: Spliced transcripts alignment to a reference
TCGA: The cancer genome atlas

# Supplementary material for: Direct formalin fixation induces widespread transcriptomic effects in archival tissue samples
**Source:** Sci Rep. 2020 Sep 2;10:14497. doi: 10.1038/s41598-020-71521-w

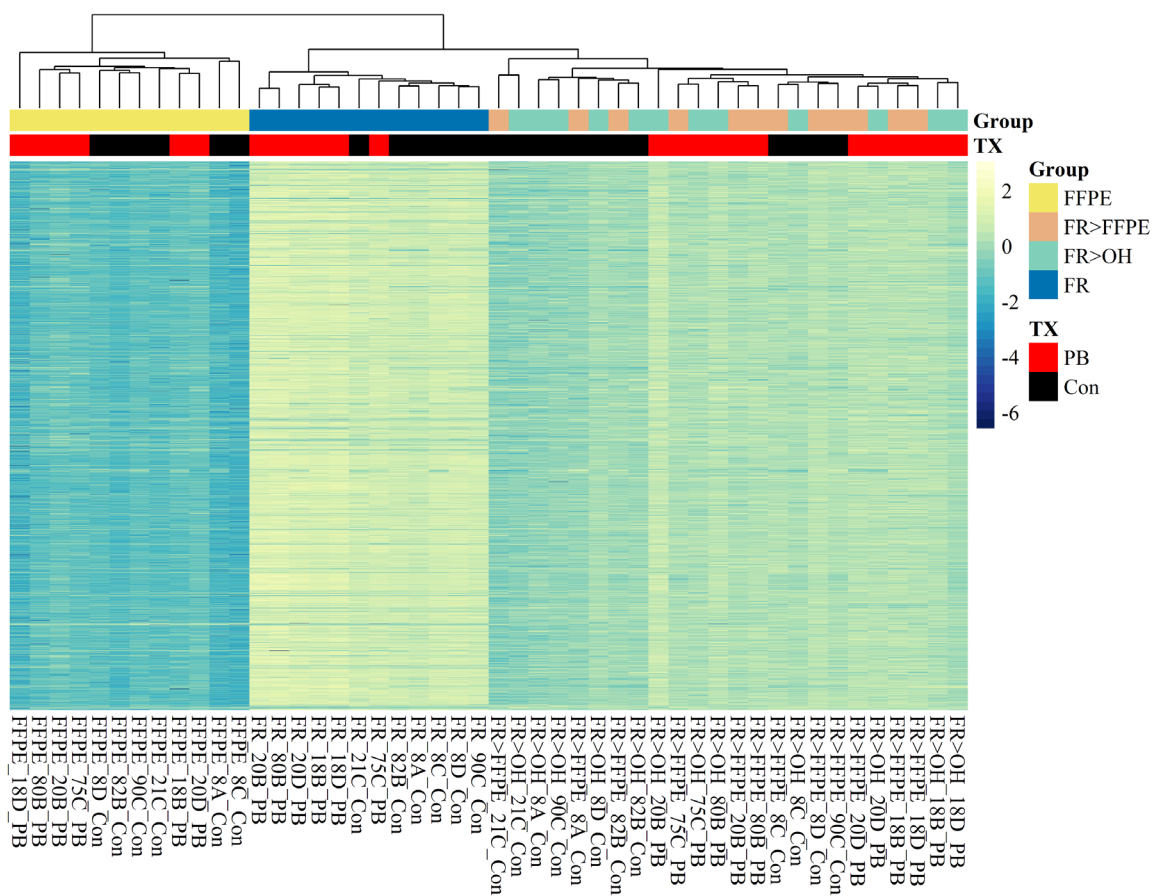

Supplementary Figure S1

a.

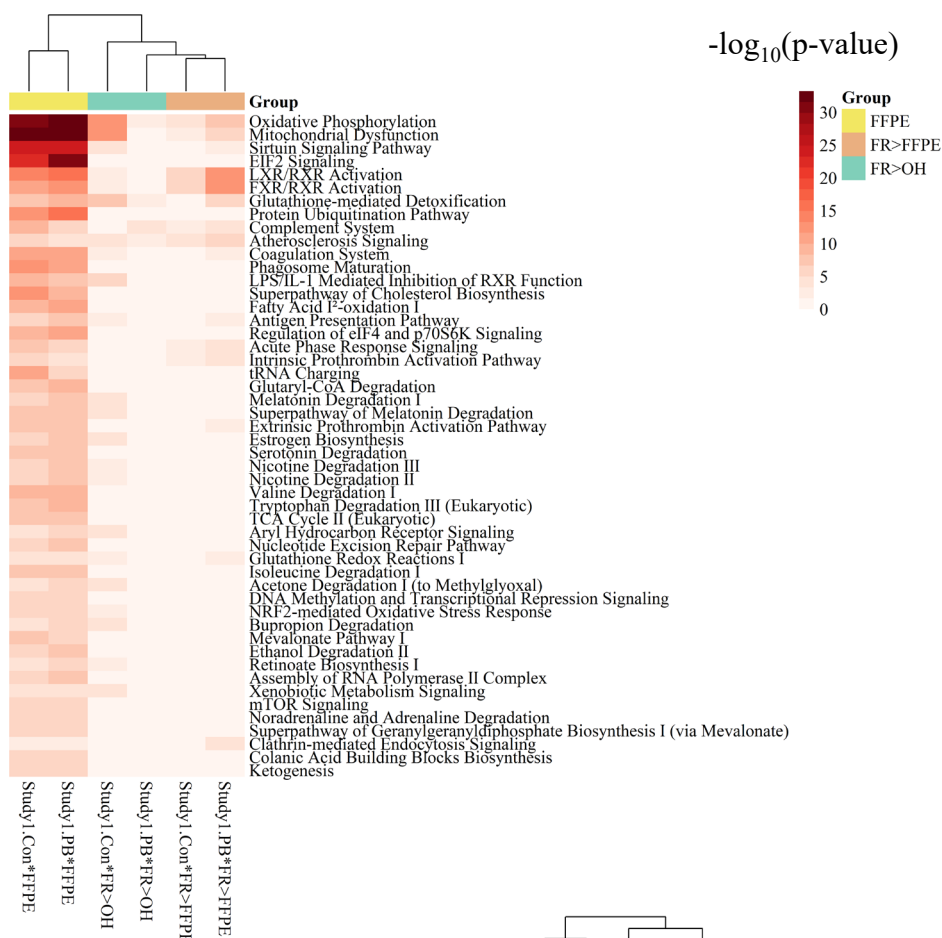

b.

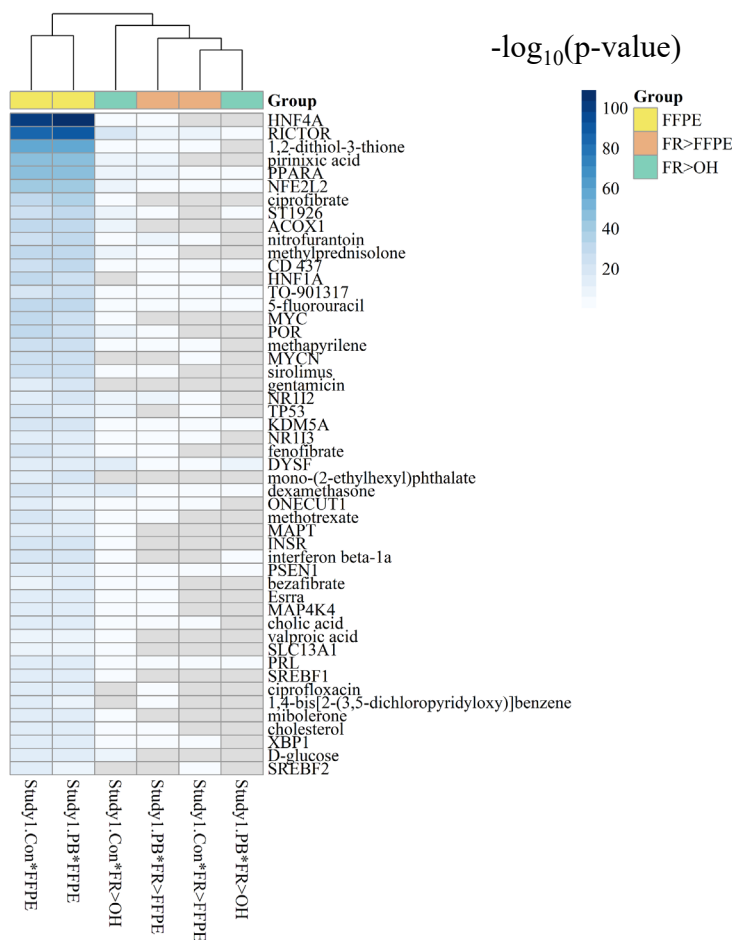

Supplementary Figure S2

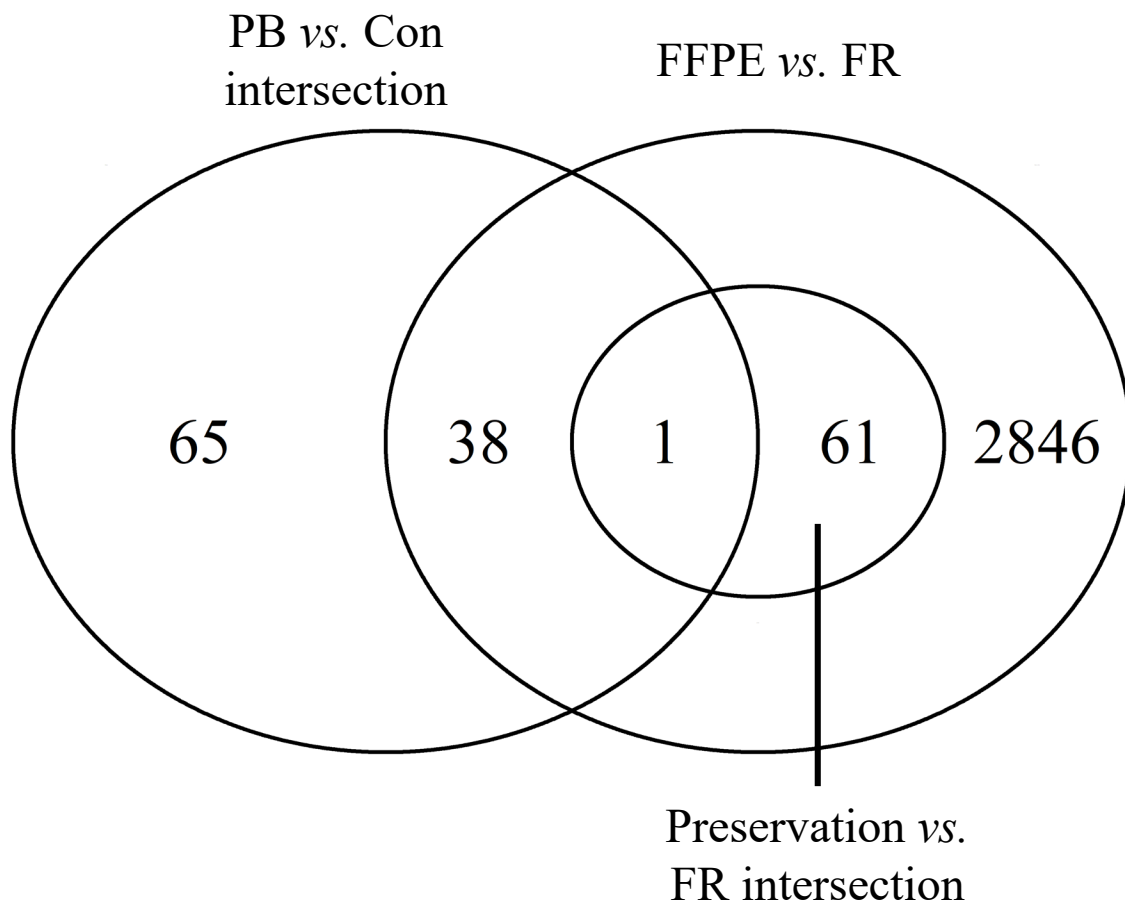

Supplementary Figure S3

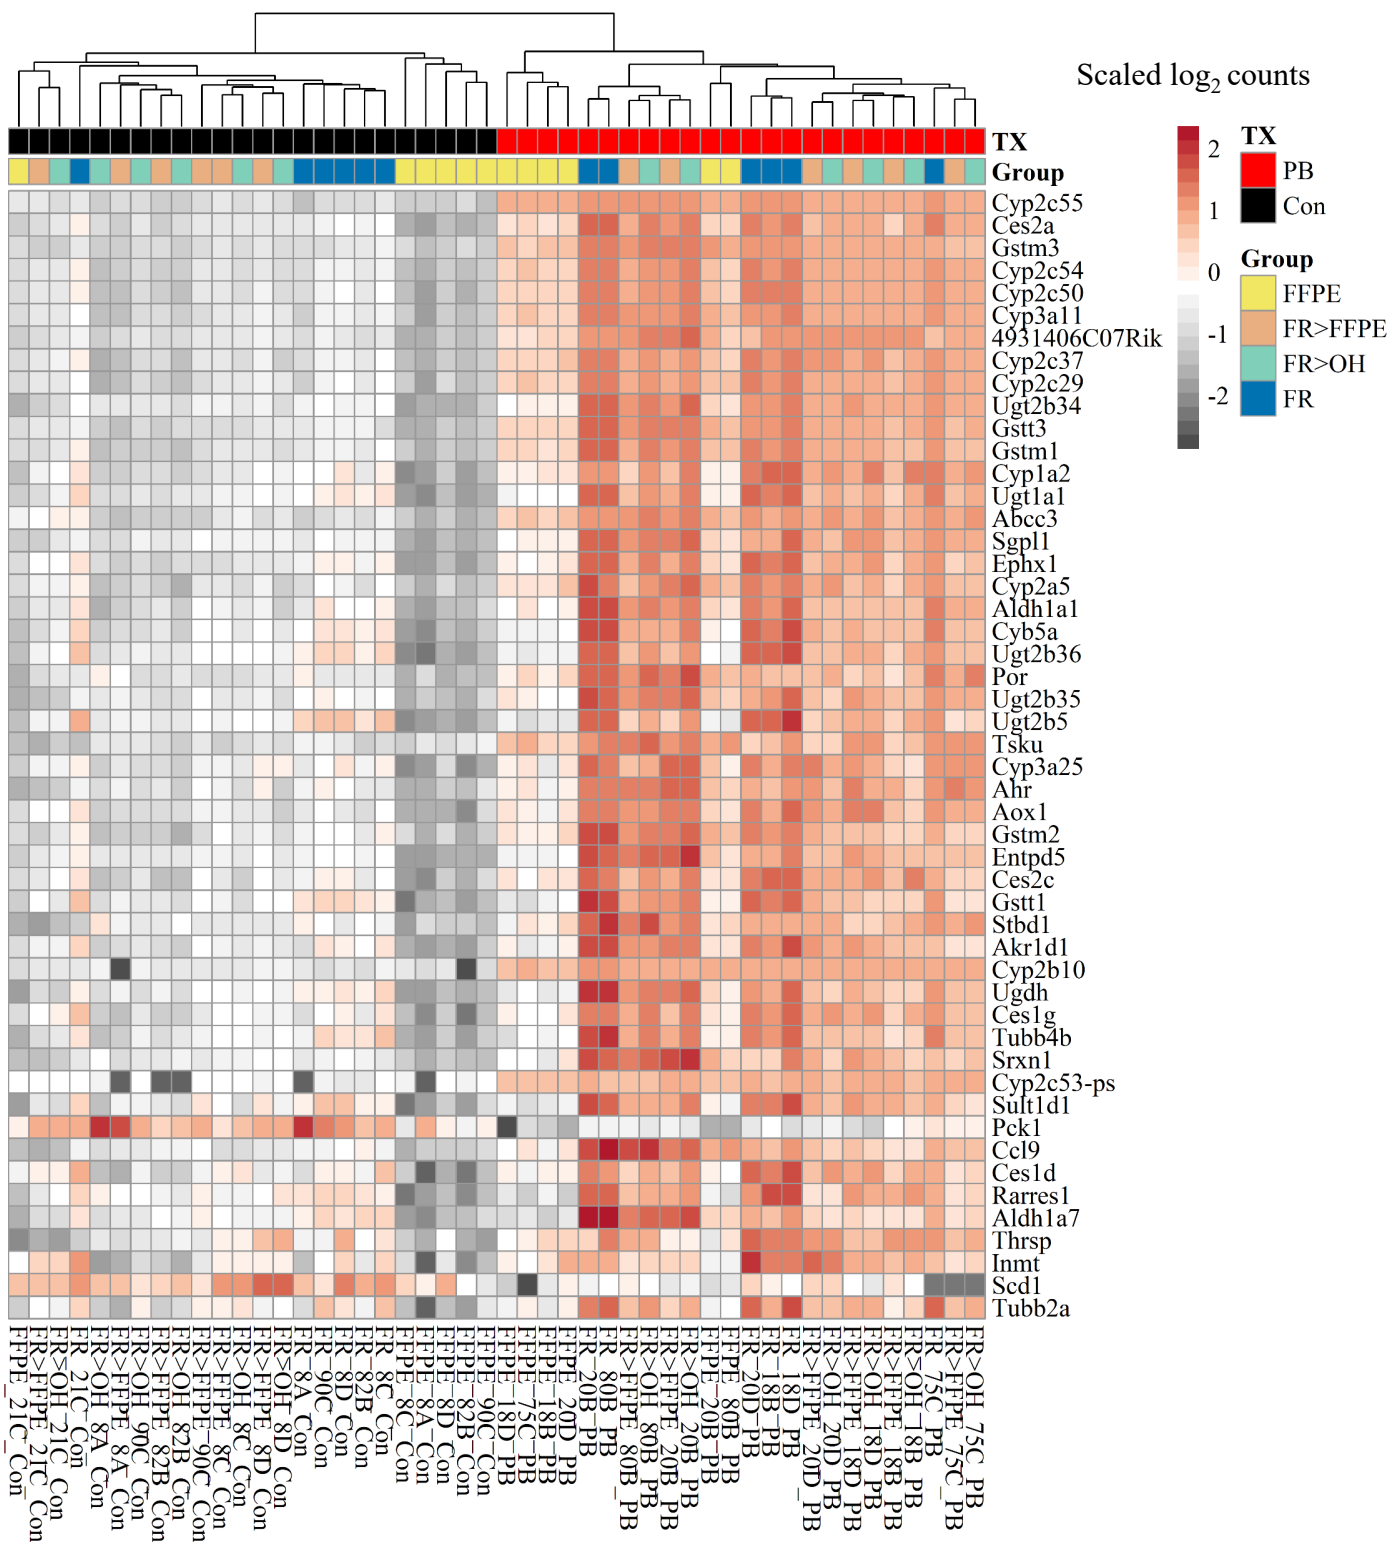

Supplementary Figure S4

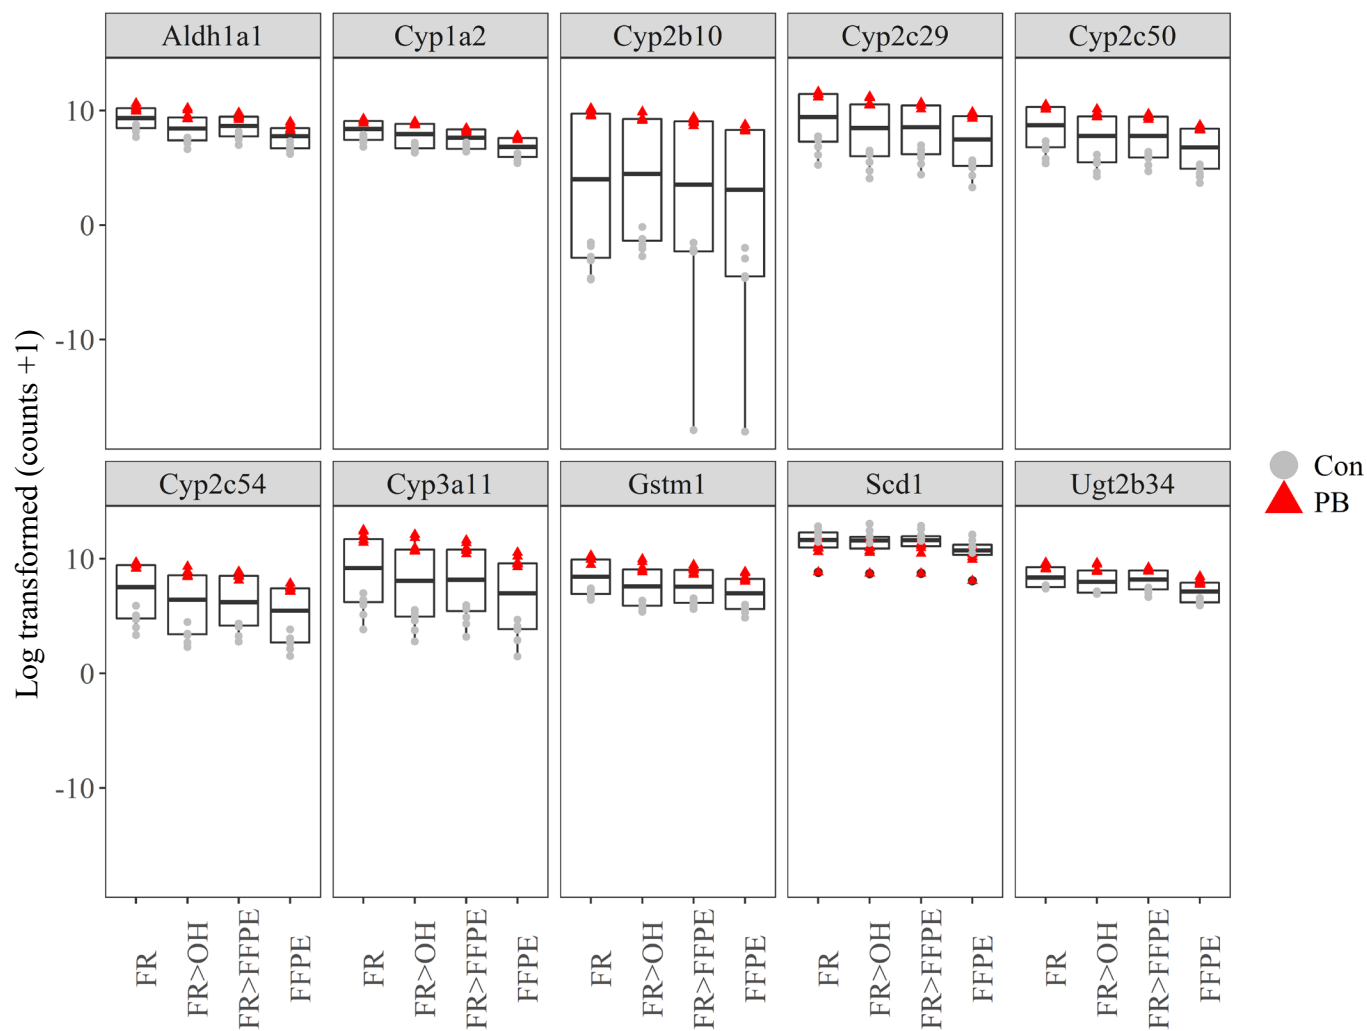

Supplementary Figure S5

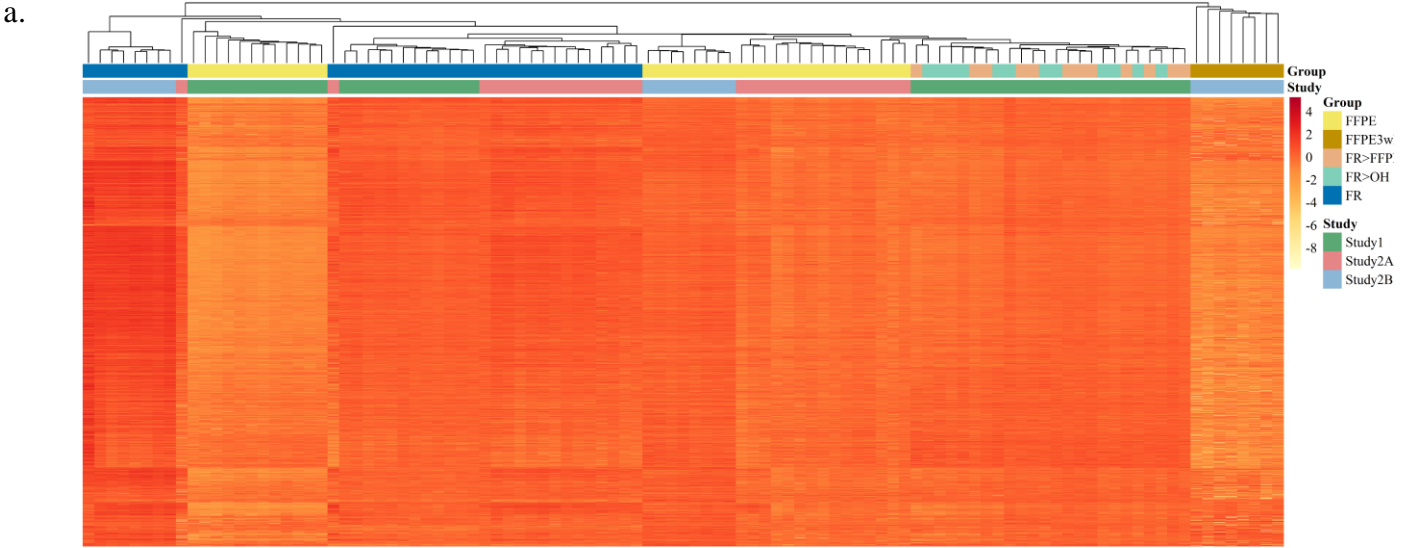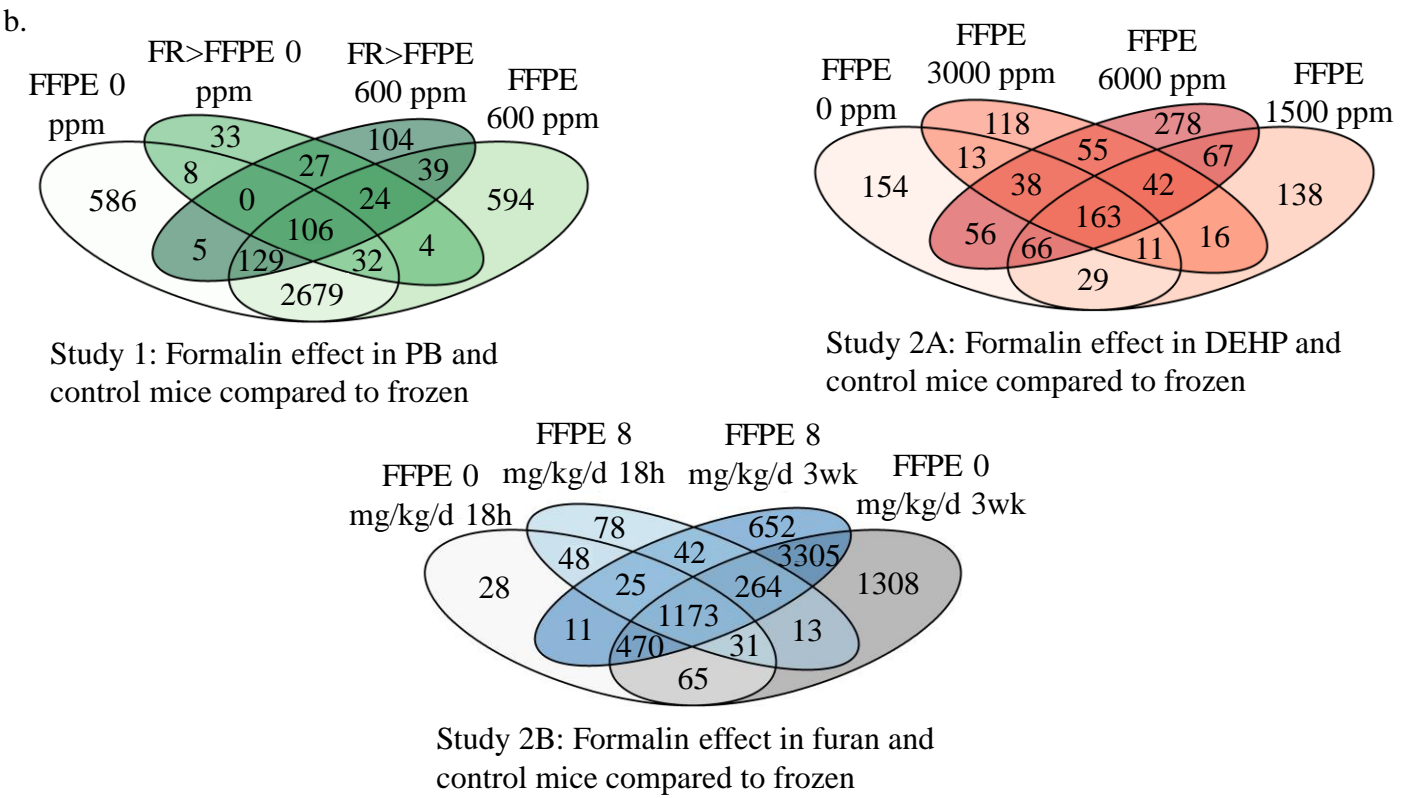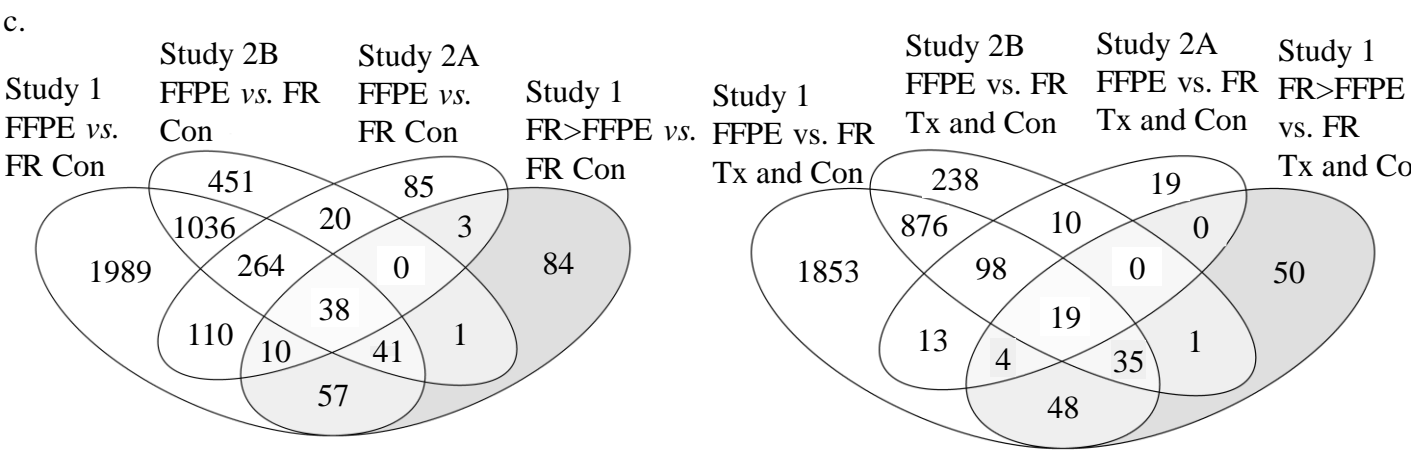

Supplementary Figure S6

a.

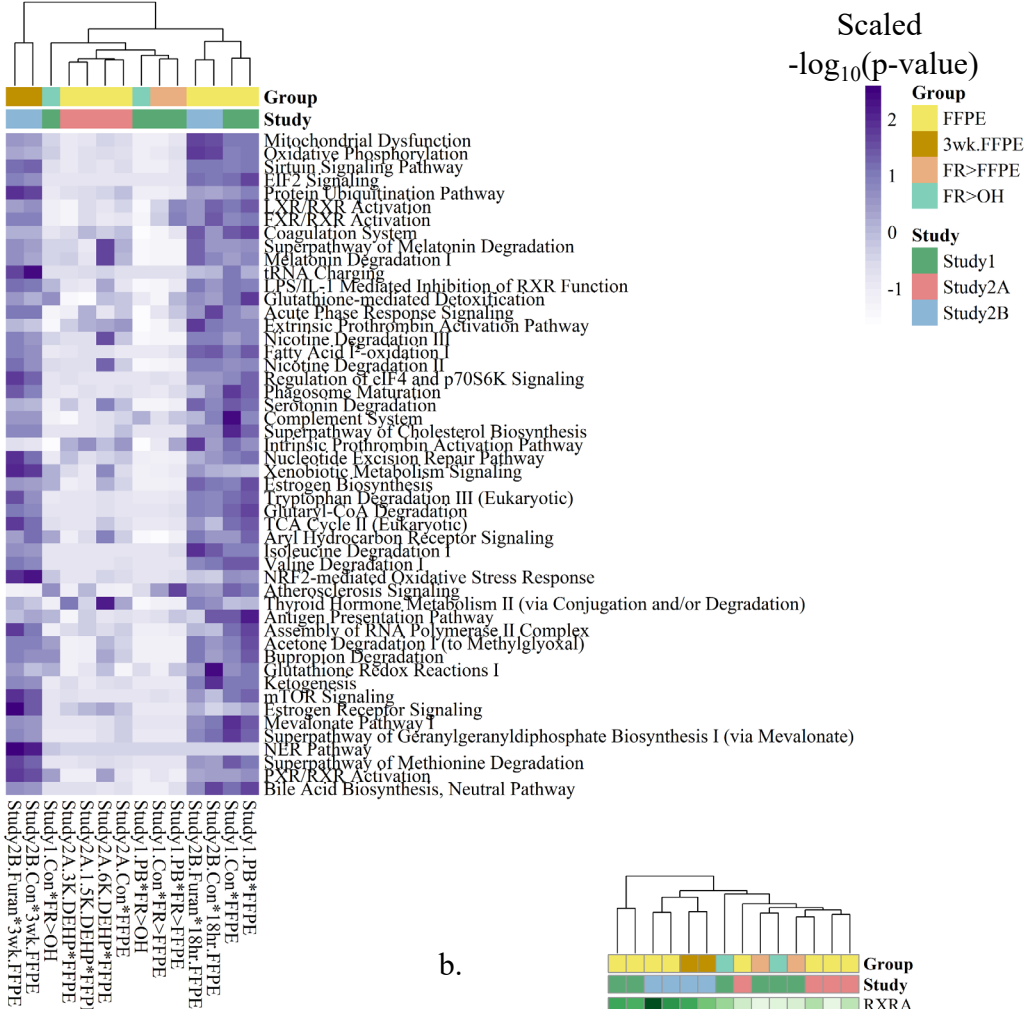

b.

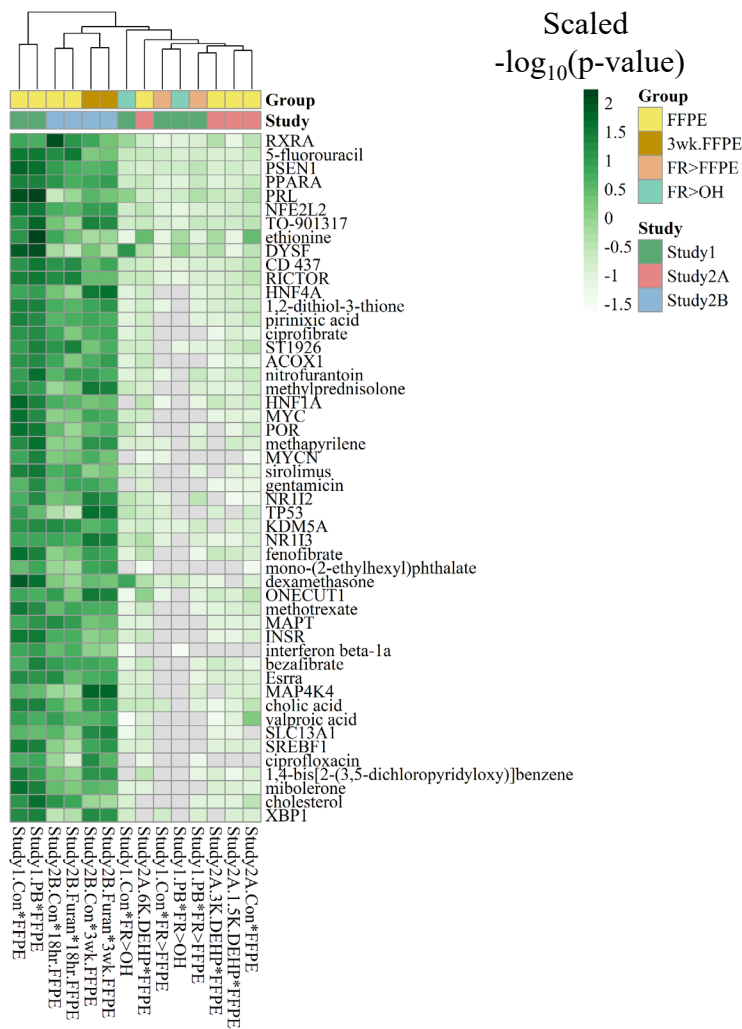

Supplementary Figure S7

a.

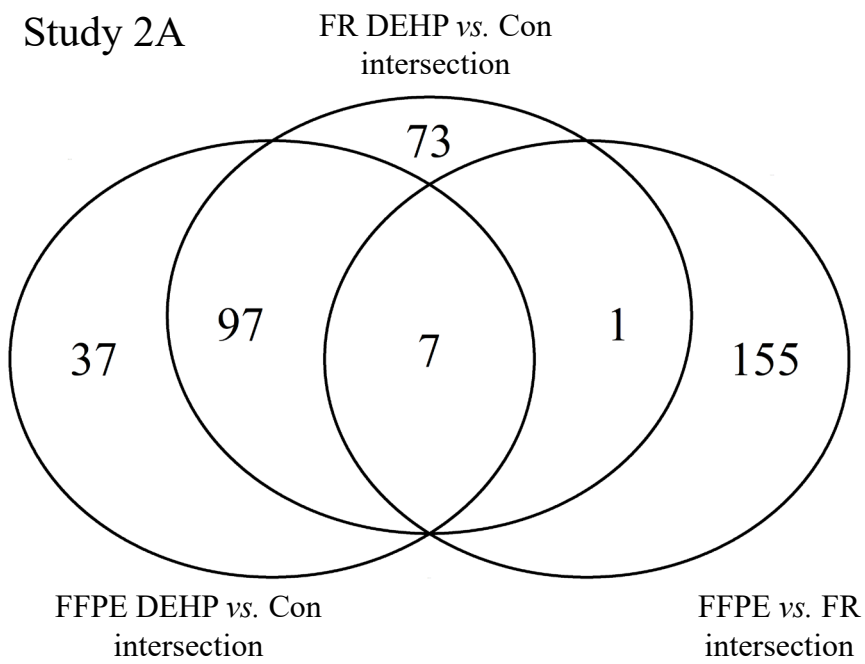

b.

Study 2B

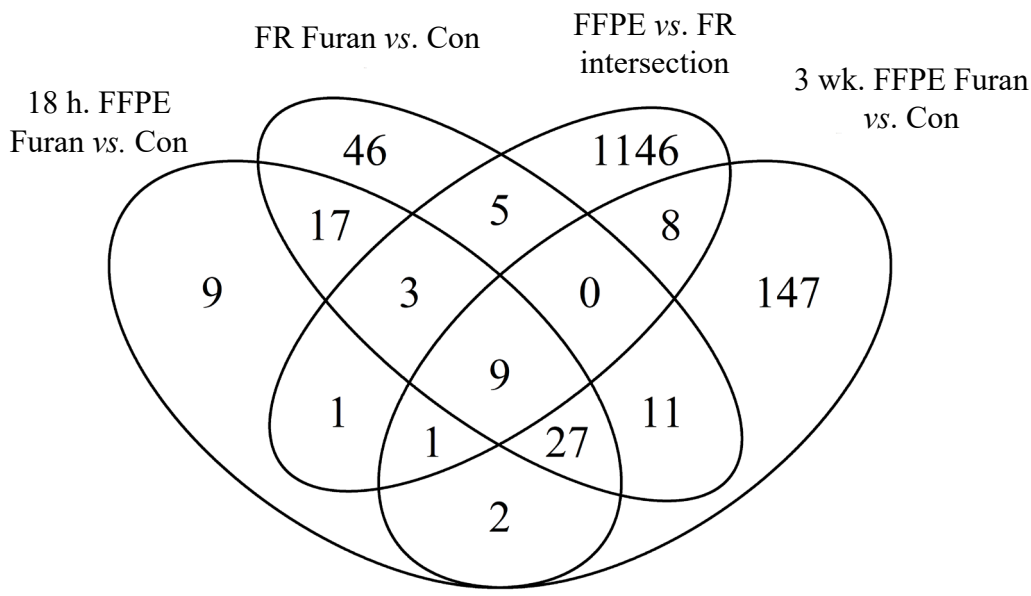

**Supplement:** Supplementary file 5

# Supplementary material for: Direct formalin fixation induces widespread transcriptomic effects in archival tissue samples
**Source:** Sci Rep. 2020 Sep 2;10:14497. doi: 10.1038/s41598-020-71521-w
**Supplement:** Supplementary file 6

**SUPPLEMENTARY DATA**

Supplementary data located in five files. File 1 contains supplementary data tables referenced in the manuscript. Files 2-4 contain additional data tables including RNA-sequencing pre and post alignment quality metrics, raw and normalized gene counts, and differentially expressed gene tables. The supplementary figure file contains the supplementary figures referenced in the manuscript.

**SUPPLEMENTARY FIGURE LEGENDS**

**Supplementary Figure S1**. Study 1- Heatmap and hierarchical clustering of mean-centered and scaled count data from significant differentially expressed genes in any preservation group (FFPE, FR>FFPE, or FR>OH) *vs*. frozen with FDR-adjusted p-value <0.05 and absolute fold change ≥2 in Partek Flow GSA. Hierarchical clustering was based on average Euclidean distance. Abbreviations: FR, frozen; FR>OH, frozen first then fixed in 70% ethanol prior to paraffin-embedding; FR>FFPE, frozen first then fixed in 10% NBF for 18-24 hours prior to paraffin-embedding; FFPE, directly fixed in 10% NBF for 18-24 hours or 3 weeks prior to paraffin-embedding; PB, phenobarbital; Con, control.

**Supplementary Figure S2**. a) Study 1 - Heatmap of top 50 significant canonical pathways enriched by formalin-altered genes relative to frozen (FR) across preservation groups. b) Study 1 - Heatmap of top 50 upstream regulators predicted from formalin-altered genes relative to frozen (FR) across preservation groups. Significance determined by Fisher’s Exact Test with a p-value <0.05 in IPA.

**Supplementary Figure S3.** Study 1 - Overlap in formalin effect (including the preservation effect intersection) with phenobarbital (PB) response genes compared to vehicle control (Con).

**Supplementary Figure S4**. Study 1 - Heatmap and hierarchical clustering of mean-centered and scaled count data from top 50 significant phenobarbital (PB)-induced genes compared to vehicle control (Con) across preservation groups identified by FDR-adjusted p-value <0.05 and absolute fold-change ≥2 in Partek Flow GSA. Hierarchical clustering was based on average Euclidean distance. Darker red colors indicate higher scaled counts while darker gray colors indicate lower scaled counts. Abbreviations: FR, frozen; FR>OH, frozen first then fixed in 70% ethanol prior to paraffin-embedding; FR>FFPE, frozen first then fixed in 10% NBF for 18-24 hours prior to paraffin-embedding; FFPE, directly fixed in 10% NBF for 18 prior to paraffin-embedding; TX designates chemical treatment with PB, phenobarbital; Con, control.

**Supplementary Figure S5.** Study 1 - Expression pattern of top 10 phenobarbital (PB)-induced differentially expressed genes. Within preservation group comparisons of PB (▲) *vs*. vehicle control (Con, ●) resulted in significant differences in gene counts across most highly impacted genes (Wilcoxon rank sum test, p-value <0.01), as identified in transcriptome wide analyses. Across preservations within chemical treatment or vehicle control, ethanol (FR>OH), freezing first then formalin fixation (FR>FFPE), and direct formalin fixation (FFPE) followed by paraffin-embedding resulted in reductions of gene counts for all preservations but were not significant (Wilcoxon signed rank test, p-value <0.05). P-values were adjusted for multiple comparisons using Holm correction. The lower and upper hinges of the boxplot correspond to the first and third quartiles (the 25th and 75th percentiles). The upper whisker extends from the hinge to the largest value no further than 1.5 *(distance between the first and third quartiles or inter quartile range-IQR). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge. Data beyond the end of the whiskers are individual outlying points.

**Supplementary Figure S6**. Study 1 and 2 - Formalin effects on differentially expressed genes (DEGs) following treatment with vehicle control or a reference chemical in mouse liver and the overlap of DEGs between dose groups within each study. a) Heatmap and hierarchical clustering of mean-centered and scaled log_2_ count data for significant differentially expressed genes present across all samples from Study 1, 2A, and 2B. Hierarchical clustering was based on average Euclidean distance. b) Study 1 involving mice exposed to PB or Con; Study 2A involving mice exposed to multiple concentrations of DEHP or vehicle control; and Study 2B involving mice exposed to furan or vehicle control. c) Venn diagram displaying overlap in significant 18 h. fixed formalin effected (FFPE *vs*. FR) genes for vehicle controls across Study 1, Study 2A and Study 2B with contrast to FR>FFPE *vs*. FR DEGs or for the intersection of vehicle controls and chemical treated samples. Significant genes identified by FDR-adjusted p-value <0.05 and absolute fold-change ≥2 in Partek Flow GSA. Abbreviations: FR, frozen; FR>OH, frozen first then fixed in 70% ethanol prior to paraffin-embedding; FR>FFPE, frozen first then fixed in 10% NBF for 18-24 hours prior to paraffin-embedding; FFPE, directly fixed in 10% NBF for 18-24 hours or 3 weeks prior to paraffin-embedding; Tx, chemical treatment (Study 1: PB, Study 2A: DEHP, and Study 2B: Furan); PB, phenobarbital; Con, vehicle control; DEHP, Di(2-ethylhexyl)phthalate.

**Supplementary Figure S7**. Study 1 and 2 - Retrospective analysis to confirm preservation-related effects of formalin fixation compared to fresh-frozen tissues, mapped to a) top 50 significant enriched canonical pathways and b) top 50 upstream regulators in common across present and two independent studies in mouse liver. Significance determined by Fisher’s Exact Test (p-value <0.05).

**Supplementary Figure S8.** Study 2 - Formalin effects across Studies 2A and 2B, showing minimal interference with detection of chemical treatment response. a) Study 2A overlap in formalin effect identified as the intersection of FFPE *vs*. FR across all Di(2-ethylhexyl)phthalate (DEHP) concentrations with the intersection across all doses of DEHP response genes compared to vehicle control (Con) in FFPE samples and FR samples. b) Study 2B overlap in formalin effect from 18 h. and 3 wk. FFPE *vs*. FR with the intersection across all preservations of furan response genes compared to vehicle control (Con).

How the deposited data were processed for this re-analysis (not part of the article)

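Study 1 measured total RNA of mouse liver in 48 libraries, from 12 mice (6 Con, 6 PB) with 4 preparations each. The authors estimated counts on RefSeq transcripts by expectation maximization and summed them by gene, so the count table holds estimated counts, of which 92% are whole numbers. Their second table holds log2 CPM of 13370 genes. The divisor of these CPM values was worked out from the pairs of tables. It matched the total reads of each library in Supplementary Table S20 to within a few reads (ratio of 1 in every library). TempO-Seq measured a panel of genes in rat liver, rat lung and AML12 cells, with 48 libraries in all. The authors' tables for these hold counts per gene and log2 values of the counts. Results of Studies 2A and 2B in the paper come from other series, which were not analysed here.

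Before the data were examined, the tests, the thresholds, the rule for naming genes and the alternatives were set, and the text says where an alternative was added later. Counts of Study 1 were rounded, and genes with a geometric mean of more than 1 count (offset 1e-04) over all libraries were kept, as the paper's methods describe. The library size was the total count over kept genes without further scaling. The quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 was fitted to the 8 groups, and DEGs had a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Preservation DEGs passed in Con and in PB mice in the same direction. The effect of a preparation on the PB response was tested as an interaction in the same fit. TempO-Seq tables were tested with edgeR, TMM scaling and edgeR's filter, each table in its own fit. Marker genes were tested with the exact two-sided Wilcoxon signed-rank test over the 12 mice, with Holm adjustment over the 3 preparations. Gene sets were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. Transcript length and GC content came from GENCODE M21 on GRCm38, the build of the paper, matched by symbol, and splines with 4 degrees of freedom in each removed their trend. MCC intervals used 2000 bootstrap samples of the genes. Set medians were compared with 10000 random sets matched for length, GC content and expression level.

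The genes named in the text followed a rule. They are the 10 markers of Fig. 3b, the 5 largest rises and 5 largest falls of each list of DEGs among genes with at least 1 CPM in a compared group and the same direction in every mouse (or groups that do not overlap), the 3 largest falls and rises among DEGs of each gene set, and a short list of noncoding RNAs. A gene outside the rule is named with the words that it was chosen after its values were seen.

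Alternatives replaced the library size (TMM, DESeq2 1.42.0 size factors, totals without genes over 1% of any library, total reads), the test (limma on the authors' log2 CPM), the filter (edgeR's own or none), the libraries in the fit, the depth (thinned to the smallest library), the criterion on fold change, and the use of the mouse as a block. Comparisons of groups were repeated on up to 100 splits of the same libraries, except under the alternatives and except for the ribosomal protein and eIF sets outside FFPE vs. FR. The labels were checked with Cyp2b10, which was at most 2.45 CPM in the 24 Con libraries and at least 1080 CPM in the 24 PB libraries. The pairing by mouse was checked on 4146 genes, where residual correlation between preparations had a median of 0.779 for the same mouse (72 of 72 pairs above 0.1) and −0.148 for different mice. No pair of libraries was identical, and the smallest chi-square per degree of freedom between replicates was 2.77. Steps were tested on simulated data, in which 4-fold changes were placed in 200 genes above a minimum mean count. Smaller changes and weaker genes were not covered. The edgeR test of FFPE vs. FR recovered 99.5% of them, the interaction test 95% with 2.06% false among those called, and the tests of rat liver, rat lung and AML12 cells 99%, 98.5% and 100%.

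Totals on genes were 4952796 to 13702670 in Study 1. At the smallest of these, 1 CPM is about 5 counts, so ratios of genes near 1 CPM, such as Cyp2b10 in Con mice, rest on few counts. Frozen rat lung replicate 54 had 12 counts and remained in the fit set beforehand, with the values without it given beside. It was left out of the interaction between rat liver and rat lung. Ingenuity pathway and upstream regulator tests were not repeated. In Python 3.11.15 the figures were drawn from the results.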

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

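Tests of lysate input, the splits of FFPE against FR > FFPE in rat liver and the 3 tests on genes found in embedded but not in frozen rat lung were chosen only after the result was seen.

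Single libraries stood far from the other 5 of their group in 5 of 94 groups tested with Dixon's ratio, where chance gives about 1 in 20, or 4.7. Cyp2b10 was higher in FR > OH Con replicate 90C (2.45 CPM, Dixon ratio 0.632) than in the others of its group (0.396 to 1.15 CPM). Cyp2c54 was higher in FR > OH Con replicate 21C (65.2 CPM, ratio 0.692) than in the others (13.3 to 29.3 CPM). Ugt2b34 was higher in FFPE Con replicate 90C (352 CPM, ratio 0.715) than in the others (284 to 303 CPM). Total counts were far lower in FR > FFPE Con replicate 21C (5534973, ratio 0.637) and in frozen rat lung replicate 54 (12 counts, ratio 0.804). Without FR > FFPE Con replicate 21C, FR > FFPE had 437 DEGs in place of 533, and its MCC was 0.755. Replicate 54 is beyond such chance, as the other 5 frozen lung libraries had 2013606 to 2505947 counts. The other 4 are no more than chance gives, and no biological explanation was tested.

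The paper does not report on the TempO-Seq libraries. In rat liver 1138 of 2281 genes differed between FR > FFPE and FR, and 1467 between FFPE and FR. In fits of the compared groups only, the real split gave 1132 and 1467 genes. Each of these was reached by 1 of 100 splits of the libraries, the real one, and the largest other splits gave 454 and 409 genes. A difference in depth is not the whole of it, because 453 genes of FFPE vs. FR were still called after all libraries were thinned to the smallest, although FR > FFPE vs. FR then had 110. The split of higher and lower depended on scaling. FFPE vs. FR had 911 higher and 556 lower with TMM and 1542 higher and 72 lower by the total count, which moved the median log2 fold change of all genes from 0.35 to 1.97. For FR > FFPE vs. FR the split was 767 and 371 with TMM and 1172 and 122 by the total count (median 0.37 to 1.08). Weakly expressed genes rose relative to strongly expressed ones, with a median log2 fold change in FR > FFPE vs. FR of 1.54 in the lowest 20% by expression and −0.81 in the highest. Selection on the frozen libraries' own noise does not account for it, because Spearman's rho between level in 3 frozen libraries and fold change against the other 3 was −0.718 (−0.736 to −0.701 over 20 ways to divide them). Lysate input for embedded tissue and purified RNA for frozen tissue cannot be told apart from the effect of preservation, since no frozen library is a lysate. FFPE and FR > FFPE, both lysates, differed in 778 genes (529 higher, 249 lower in FFPE). In the fit used for the splits of those libraries the real split gave 759, reached by 1 of 100 (351 in the largest other). Input alone therefore does not cover the difference between those groups. An effect of fixation on fresh tissue stays open and untested.

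In rat lung 1276 of 2291 genes differed between FR > FFPE and FR, and 1211 between FFPE 1 yr and FR. These fits hold replicate 54, and without it the counts were 1301 and 1238 of 2322 genes. Thinned to the smallest library without replicate 54, they were 857 and 819. In fits of the compared groups only, the real split gave 1291 and 1214 genes. It was the only 1 of 100 to reach these counts, with at most 7 and 6 genes in the others. Higher and lower genes were 851 and 425 for FR > FFPE with TMM, 1159 and 160 by the total count (median of all genes from 0.33 to 1.04) and 1342 and 67 with DESeq2 (median 1.37). For FFPE 1 yr they were 844 and 367 with TMM, 1135 and 96 by the total count (median from 0.28 to 0.98) and 1297 and 33 with DESeq2 (median 1.3). DESeq2's size factors rest on genes counted in every library, and replicate 54 had counts on only 11 genes. DESeq2 was not run without that replicate, so its splits say little about scaling. The groups also differ in fixation time and in lysate input, so no biological explanation could be isolated.

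A pattern within rat lung was that 156 genes had under 1 CPM in frozen lung and at least 20 CPM in both groups of embedded lung, with 0 in the reverse direction. In rat liver 5 genes did so, 3 of them among the 156 (0.28 expected, one-sided Fisher's exact test, p = 0.00154). Low depth of the frozen libraries is argued against, because the level in embedded lung would give at least 40.5 counts in the smallest frozen library apart from replicate 54. Liver RNA carried over into the lung libraries is argued against as well. Over 85 genes abundant in liver, 43 of them among the 156, Spearman's rho between level in FR > FFPE liver and in FR > FFPE lung was 0.186. Among genes chosen after their values were seen, Ttr, at 1590 CPM in FR > FFPE liver, had 1.66 CPM in FR > FFPE lung, where Cyp3a2 had 1030. Alb, chosen in the same way, rose only from 19.2 to 78.8 CPM. A candidate explanation is a signal of each probe without its transcript in lysates of embedded tissue. Over 561 genes under 1 CPM in frozen liver and lung, level in FR > FFPE liver and in FR > FFPE lung were correlated across genes (Spearman's rho = 0.838, and 0.808 between the FFPE groups). Genes are not independent replicates, and expression in embedded tissue that frozen tissue lacks stays open. Whether probes were annotated alike in runs of purified RNA and of lysates was not tested and stays open too. LOC100360856, one of the 156, had 0.647 ± 0.887 CPM in frozen and 5330 ± 696 CPM in FR > FFPE lung, and LOC103694855 moved the other way, from 1550 ± 79.6 to 6.48 ± 3.62 CPM (SD, n = 5 without replicate 54 and n = 6).

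Rat liver and rat lung differed in the effect of embedding frozen tissue. The interaction passed for 695 of 2374 genes, 370 with a more positive effect in liver and 325 in lung, and 80 genes were called in both with opposite signs. The real split was the 1 of 100 with the largest count, and the next gave 1 gene, against 725 for the real one in the fit used for the splits. Across genes the effects still had a Spearman's rho of 0.632, and 807 of 887 genes called in both had the same direction. Tissue and rat strain (F344 and WKY) change together here, so a difference between tissues stays open and untested.

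In AML12 cells exposed for 10 min, 76 of 1570 genes changed at 0.1% NBF (44 higher, 32 lower), 0 at 0.03% (62 at an unadjusted p under 0.05) and 0 at 0.006% (28 at an unadjusted p under 0.05). The real split gave 68 genes at 0.1% in a fit of those 6 libraries and was the largest of the 10 possible (at most 1 gene in the others), a share of 0.1 that the design cannot go under. At an unadjusted p under 0.05, 7 of 10 splits reached the real count at 0.006% (31 in such a fit) and 5 of 10 that at 0.03% (71). Depth is not the whole cause at 0.1%, since 48 genes were called after thinning. The count rests on single libraries, with 38 genes without 0.1% NBF replicate 95 and 128 without 0.1% NBF replicate 93. In all 6 such fits 21 of the 76 were called, and 0 changed sign. By the total count 97 were higher and 9 lower (median of all genes 0.20). Kdm1a rose most, from 7.09 ± 2.59 to 36.1 ± 12.4 CPM (SD, n = 3), a log2 fold change of 2.48 (SE 0.45, edgeR adjusted p = 0.00161), and H2afx fell from 2650 ± 401 to 904 ± 224 CPM, a log2 fold change of −1.55 (SE 0.22, adjusted p = 0.00107). A response to formalin at the highest dose stays open.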

How the results depend on the processing

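Most results kept their side of the threshold under the alternatives. Of 300 values for the 38 main results under alternatives set before the data were examined, 234 stayed, 61 moved, 4 were weaker and 1 reversed. Of 51 values under alternatives chosen after seeing the data, 42 stayed, 8 moved and 1 reversed. For single named genes, 1598 of 1678 values stayed, 50 were weaker, 16 stronger and 14 reversed, and of 183 under added alternatives 162 stayed, 7 were weaker, 9 stronger and 5 reversed. Except where said, the cause was not tested.

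The scaling moved the preservation DEGs most. TMM gave 45.9% of the FFPE vs. FR DEGs lower in FFPE, 177 DEGs in FR > FFPE, 201 in FR > OH, 110 common to the 3 preparations, an MCC of 0.762 for FR > FFPE and 58.7% of variance on the first component. Under TMM the log2 fold change of Scd1 in FFPE was −0.086, of Cyp2b10 in FR > FFPE −0.16 and of Ugt2b34 in FR > FFPE −0.25, each reversed. DESeq2 gave 47.1% lower, 179 DEGs in FR > FFPE, 200 in FR > OH and 113 in common, and reversed Scd1 in FFPE (−0.091), Cyp2b10 in FR > FFPE (−0.16) and Ugt2b34 in FR > FFPE (−0.25). A library size without genes over 1% gave 8.96% lower, an MCC of 0.763 for FR > FFPE and 0.738 for FR > OH, a weaker eIF set (−0.22, limma's camera, n = 12 per preparation, p = 0.0649) and a log2 fold change of 0.033 for Rpph1.

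With limma on the authors' log2 CPM there were 3044 DEGs in FFPE, 98.1% of them lower (a reversal, since the median of all genes was −0.69), with a mean fold change of −4.44, 161 DEGs in FR > FFPE, 189 in FR > OH and 59 in common. PB DEGs were 169 in FR and 162 in FR > FFPE, 44 of the shared ones were FFPE DEGs, and the MCC was 0.578 for FFPE and 0.686 for FR > OH. Log2 fold changes reversed for Scd1 in FFPE (−0.78), FR > FFPE (−0.043) and FR > OH (−0.11), Ugt2b34 in FR > FFPE (−0.33), Cyp2b10 in FR > FFPE (−1.20) and Rps6kl1 in FFPE (−0.49). Total reads as the library size, chosen after seeing the data, gave 3014 DEGs in FFPE, 97.6% lower, 167 in FR > FFPE, 172 in FR > OH, 66 in common, 45 shared PB DEGs that were FFPE DEGs and 458 DEGs of FFPE against FR > FFPE. It reversed Scd1 in the 3 preparations (−0.75, −0.022 and −0.086), Ugt2b34 in FR > FFPE (−0.32) and Cyp2b10 in FR > FFPE (−0.24). Both rest on a divisor that includes reads outside the genes, which by construction lowers every gene where such reads are more frequent. Limma on log2 CPM by the total on genes, also chosen after seeing the data, gave 14.1% lower and a mean fold change of −13.0.

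The adjusted p alone, which by construction admits small changes, gave 6843 DEGs in FFPE (22.9% lower, mean fold change −1.62), 5835 in FR > FFPE, 4257 in FR > OH and 3658 in common. It gave PB DEGs of 1130 in FR, 886 in FFPE, 966 in FR > FFPE and 1631 in FR > OH, 442 of them shared, and 303 genes in AML12 cells at 0.1% NBF. Contrasts averaged over Con and PB gave 872 DEGs in FR > FFPE, 546 in FR > OH and 441 in common. FFPE and FR alone with a lane term gave 16.8% lower and a mean fold change of −3.70. All genes kept by the filter in place of DEGs gave 43.1% of variance on the first component. Geometric means of the authors' log2 CPM gave an induction of Cyp2b10 in FFPE of 23800, where the offset for 0 counts enters the Con mean. Without a filter, 1 gene (Myl2, chosen after its values were seen) passed in AML12 cells at 0.006% NBF. On the authors' log2 values, which for AML12 cells are not scaled for depth (median log2 fold change of all genes 0.62), limma gave 0 genes at 0.1% NBF (37 at an unadjusted p under 0.05).

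With the mouse as a block, which uses the pairing of preparations, 1 gene passed the interaction of PB with FFPE and 3 that with FR > OH, and the eIF set was weaker (−0.22, limma's camera, n = 12 per preparation, p = 0.0618). With the estimated correlation it was weaker as well (−0.22, p = 0.316). Fry of limma tests fold changes before the median of all genes is taken off. Under it the eIF set did not pass (n = 12 per preparation, p = 0.089) and pointed higher (median 0.060), although relative to all genes its median stayed at −0.22. In the 6 Con or the 6 PB pairs alone, 0 of 10 markers passed in any preparation, because 6 pairs cannot give a smaller adjusted p than 0.0938.

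Thinning lowered the TempO-Seq counts and the MCC of FR > FFPE and FR > OH, while that of FFPE was 0.688. Thinned to the smallest library, rat liver had 453 genes for FFPE and 110 for FR > FFPE, AML12 cells had 48 at 0.1% NBF, the MCC was 0.713 for FR > FFPE and 0.701 for FR > OH, 11 shared PB DEGs were FFPE DEGs, and Cyp2b10 in FR > FFPE was at −0.097. Thinning rat lung to its smallest library (12 counts) was not run. Without FR > FFPE Con replicate 21C the MCC of FR > FFPE was 0.755. In the 6 fits that each left out one replicate of AML12 vehicle or 0.1% NBF cells, 38 (without 0.1% NBF replicate 95) to 128 genes (without 0.1% NBF replicate 93) were called.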

Differences from the paper's values

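The direct tests of FFPE against FR > FFPE, total reads as the library size, limma on log2 CPM by the total on genes and Holm adjustment over 6 pairs are tests chosen only after the result was seen.

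The number of FFPE vs. FR DEGs was 1444, against the paper's 2946. Of the alternatives set before the data were examined, limma on the authors' log2 CPM (3044) and contrasts averaged over Con and PB (1995) closed the gap, and the others did not. Total reads as the library size, chosen after seeing the values, gave 3014. The percent lower in FFPE was 11.8, against the paper's 98. Limma on the authors' log2 CPM gave 98.1, none of the other alternatives set before the data were examined closed the gap, and total reads, chosen after seeing the values, gave 97.6.

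FR > FFPE had 63.1% fewer DEGs than FFPE, against the paper's 95%. Limma on the authors' log2 CPM (94.7%) came nearest. TMM (83.3%), DESeq2 (83.2%), a library size without genes over 1% (72.6%) and the fit without replicate 21C (69.8%) also met the criterion of 1.5 times. No filter (64.5%) and thinning (64%) met it too, but hardly moved the value. Among the alternatives set before the data were examined, edgeR's filter, fits of the compared groups only, the mouse as a block, the adjusted p alone and averaged contrasts did not meet it. Total reads, chosen after seeing the values, gave 94.5%. DEGs common to the 3 preparations were 275, against the paper's 62. Limma on the authors' log2 CPM gave 59, the rest of the alternatives set before the data were examined left the gap open, and total reads, chosen after seeing the values, gave 66.

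PB DEGs in FR numbered 268, against the paper's 173. For this count limma on the authors' log2 CPM (169), thinning (217) and a library size without genes over 1% (257) closed the gap, and no other of the alternatives set before the data were examined did. PB DEGs in FR > FFPE numbered 250, against the paper's 159. Here limma on the authors' log2 CPM (162), thinning (199), TMM (220), a library size without genes over 1% (224) and the fit without replicate 21C (231) closed the gap, and the other alternatives set before the data were examined did not. Shared PB DEGs numbered 159, against the paper's 104. Again limma on the authors' log2 CPM (110), thinning (123), fits of the compared groups only (144), TMM (146), the fit without replicate 21C (147) and a library size without genes over 1% (148) closed the gap, unlike the other alternatives set before the data were examined. Of the shared DEGs 17 were FFPE vs. FR DEGs, against the paper's 39. Of the alternatives set before the data were examined only limma on the authors' log2 CPM (44) closed the gap, and total reads, chosen after seeing the values, gave 45.

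The MCC of FR > FFPE was 0.804, against the paper's 0.77. Of the alternatives set before the data were examined, edgeR's filter (0.821) and thinning (0.713) lay further from the paper's value. Nearer to it were TMM (0.762), DESeq2 (0.774), limma on the authors' log2 CPM (0.789) and fits of the compared groups only (0.771). So were no filter (0.785), a library size without genes over 1% (0.763) and the fit without replicate 21C (0.755). The MCC of FR > OH was 0.786, against the paper's 0.69. Limma on the authors' log2 CPM (0.686) and thinning (0.701) came nearest to it, and a library size without genes over 1% (0.738) came next. False negatives of FFPE numbered 89, against the paper's 55. Fits with limma on the authors' log2 CPM (39) and thinning (76) closed the gap, and the other alternatives set before the data were examined did not.

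The largest ratio of FR to FFPE over the markers was 2.22, against the paper's 4.3, and the smallest was 0.871, against the paper's 1.7. The authors' log2 CPM gave 4.28 and 1.7, and the other alternatives set before the data were examined did not close these gaps. The smallest adjusted p of the marker tests was 0.00146, against the paper's 0.0029. None of the alternatives set before the data were examined closed this gap, and 6 pairs alone gave 0.0938. Holm adjustment over all 6 pairs of the 4 preparations, chosen after seeing the values, gave 0.00293 and closed it.

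Beyond these values, the paper describes counts of all markers as lower in FFPE, and Scd1 was higher here (ratio 0.871), lower with TMM (1.06) and on the authors' CPM (1.7). In FR > FFPE and FR > OH the paper excepts Scd1 and Cyp2b10, and here Ugt2b34 did not pass in either and Cyp1a2 did not pass in FR > OH (ratio 0.999). With TMM and on the authors' CPM, both of these genes passed in both preparations. The paper states that the electron transport chain genes were not impacted in FR > FFPE or FR > OH. Here the set was lower in both (−0.73 and −0.67 relative to all genes). It held 1 DEG in each, 3 in each with TMM and 6 in each with total reads. The paper describes FR > FFPE and FR > OH as clustering close to FR. On the first component of the DEGs in the authors' log2 CPM they lay beyond FFPE here (1.33 and 1.22 of the way). These DEGs were called on another scale, the total on genes. With TMM values of the same genes they lay nearer to FFPE than to FR (0.663 and 0.65). On all genes in the authors' log2 CPM they lay nearer to FR (0.189 and 0.276). On the second component of the DEGs both overlapped FR (2.21 to 7.89), at 2.81 to 12.1 and 0.789 to 10.7, and FFPE stood apart (−32.5 to −13).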

Other observations

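Tests of the divisor, of limma in place of a count model, of a shift shared by most genes, of a response of living cells, of the extraction kit as a source of the shared changes and of ribosomal RNA, and the splits of the 2 direct contrasts, of the interactions with FR > FFPE and FR > OH and of the electron transport chain outside FFPE vs. FR, were chosen only after the result was seen.

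Most DEGs of FFPE vs. FR were lower in FFPE on the authors' log2 CPM and higher when counts were scaled to the total on genes. Limma in place of a count model is argued against as the reason, because limma on log2 CPM by the total on genes gave 14.1% lower. A candidate explanation is the divisor, which counts reads outside the genes, such as those in introns. With it as the library size of edgeR, 97.6% were lower. For the excess of higher genes by the total on genes, a few genes taking most of the counts are argued against, since leaving genes over 1% out of the library size gave 8.96% lower. Those 21 genes held 25.5% of the counts in FR and 27.9% in FFPE. Depth is argued against too, with 12.8% lower after thinning. A shift shared by most genes against the total cannot be told apart from separate rises of many genes, because TMM centres most genes near 0 by construction, so that its 45.9% lower decides nothing. Which library size comes closest to the RNA of the cells was not tested. The paper names ERCC spike-ins, but no counts of them were found in the tables.

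In the splits that exchange FR and a preparation within mice, fewer DEGs were called than in the real split. In fits of the 24 libraries compared, 1 of 100 splits reached 1417 DEGs for FFPE, 544 for FR > FFPE and 348 for FR > OH, the real one each time, and the others gave 0. FFPE against FR > FFPE gave 16, reached by 1 of 100, with 0 in the others. FR > FFPE against FR > OH gave 1 gene, also reached by 1 of 100, but a single gene against 0 in the others says almost nothing. By construction a gene must pass in both treatments, which keeps such counts low. For PB vs. Con the real split was the 1 of 100 to reach 270 DEGs in FR, 197 in FFPE, 239 in FR > FFPE and 301 in FR > OH, and the largest others were 11, 19, 14 and 15. The interaction of PB with FFPE had more genes at an unadjusted p under 0.05 in the real split than in any other, a count reached by 1 of 100, with 343 in the largest other. For FR > FFPE 1 of 100 reached the real count of 365 in such a fit (357 in the largest other). For FR > OH 2 of 100 reached the real count of 408 (408 in the largest other). Lane, as read from the sample labels, and preparation change together in most groups, and in FFPE and FR the term for lane left 1388 DEGs.

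The electron transport chain genes were lower in FFPE than in FR. By camera p, 1 of 100 splits was as small, the real one, and the next was at 4.00e-34. In FR > FFPE 4 of 100 were as small, in FR > OH 2, and against FR > FFPE 1. Some splits exchange only 2 of 12 mice and keep much of the real contrast, and other splits reached camera p of that order, so its size says little. By the size of the median relative to all genes, the real split was the 1 of 100 with the largest value in FFPE (1.18, the next 0.787), FR > FFPE (0.737, the next 0.49), FR > OH (0.676, the next 0.5) and FFPE against FR > FFPE (0.413, the next 0.278). Transcript length and GC content are argued against as the whole cause, because the median relative to all genes was −0.65 after both were corrected for. A response of living cells to formalin is argued against as the whole cause, because the median was −0.67 in FR > OH, which met no formalin and was frozen first. The genes were also lower in FFPE than in FR > FFPE, by −0.41 relative to all genes. Embedding and the extraction kit are shared by both preparations by design, and the −0.41 is the difference itself, so it is no separate test of them. Length and GC content are argued against as the whole cause there by −0.30 after correction. A response of living cells to formalin cannot be told apart from the absence of freezing for this part, since FFPE and FR > FFPE differ in both (−0.41).

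Ribosomal protein genes were lower in FFPE than in FR by −0.19 relative to all genes after correction for length and GC content, which argues against these as the whole cause. Against FR > FFPE the median was −0.14 before and −0.041 after correction (limma's camera, n = 12 per preparation, p = 0.298), so length and GC content may account for that part. By camera p, 9 of 100 splits were as small for ribosomal protein genes and 31 of 100 for eIF genes. The cause was not tested. By the size of the median, 1 of 100 was as large for each of the 3 sets, the real split.

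Fold changes against FR were correlated across genes between FFPE and FR > OH. The FR libraries shared by both contrasts are argued against, since r was 0.815 with no library in common. Length and GC content are argued against by an r of 0.731 after correction. Formalin as the common factor is argued against by the other pairing without a common library (r = 0.802), because FR > OH met none. Embedding and the FFPE extraction kit in place of RNAzol cannot be told apart from other differences between frozen and embedded tissue, as no frozen library went through the kit. FR > FFPE and FR > OH, which share freezing, embedding and the kit, had an r of 0.819. No lane holds all groups, so lane stays open.

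Rn45s, Lars2 and Mir6236 rose together in the embedded preparations. A candidate explanation is that reads from ribosomal RNA were counted on all 3. After means of groups and lanes were removed, the genes stayed correlated over 48 libraries. Pearson's r was 0.771 for Rn45s and Lars2, 0.605 for Rn45s and Mir6236 and 0.739 for Lars2 and Mir6236, with Spearman's rho of 0.71, 0.561 and 0.649. Two-sided permutation p was 1e-05 for each r, the smallest the permutations can give, and 1e-05 after Benjamini-Hochberg adjustment over 3 relations. For rho, permutation p was 1e-05, 5e-05 and 1e-05 (adjusted 1.5e-05, 5e-05 and 1.5e-05). Without the 2 libraries farthest from the median, r was 0.735, 0.477 and 0.636. The 48 libraries come from 12 mice, so they are not fully independent. Rn45s took 0.677% of the counts in FR, 10.5% in FFPE, 3.24% in FR > FFPE and 4.88% in FR > OH.

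The response of AML12 cells to 0.1% NBF for 10 min did not resemble the effect of fixation in mouse liver. Spearman's rho across 1483 genes was −0.0104 with FFPE vs. FR, and 41 of 68 genes called in the cells had the same direction. Rat liver and mouse liver were more alike, with a rho of 0.386 for FFPE vs. FR across 1751 genes and 0.235 for FR > FFPE vs. FR. These are correlations across genes, which are not independent replicates.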
